# miRNA expression atlas in male rat

**DOI:** 10.1038/sdata.2014.5

**Published:** 2014-05-27

**Authors:** Keiichi Minami, Takeki Uehara, Yuji Morikawa, Ko Omura, Masayuki Kanki, Akira Horinouchi, Atsushi Ono, Hiroshi Yamada, Yasuo Ohno, Tetsuro Urushidani

## Abstract

MicroRNAs (miRNAs) are small (~22 nucleotide) noncoding RNAs that play pivotal roles in regulation of gene expression. The value of miRNAs as circulating biomarkers is now broadly recognized; such tissue-specific biomarkers can be used to monitor tissue injury and several pathophysiological conditions in organs. In addition, miRNA profiles of normal organs and tissues are important for obtaining a better understanding of the source of modulated miRNAs in blood and how those modulations reflect various physiological and toxicological conditions. This work was aimed at creating an miRNA atlas in rats, as part of a collaborative effort with the Toxicogenomics Informatics Project in Japan (TGP2). We analyzed genome-wide miRNA profiles of 55 different organs and tissues obtained from normal male rats using miRNA arrays. The work presented herein represents a comprehensive dataset derived from normal samples profiled in a single study. Here we present the whole dataset with miRNA profiles of multiple organs, as well as precise information on experimental procedures and organ-specific miRNAs identified in this dataset.

## Background & Summary

MicroRNAs (miRNAs) are small (~ 22 nucleotide) noncoding RNAs that play pivotal roles in regulation of gene expression; miRNAs bind via complementary base-pairing to target transcripts to repress translation or promote mRNA degradation. Major miRNAs are highly conserved across species, allowing translation of biomarkers to the clinic. The machinery for miRNA-mediated gene regulation is conserved from plants to humans, and miRNAs are encoded by their respective genes. As with other regulatory molecules, miRNAs are frequently subject to changes in expression level due to a large range of physiological processes, such as development, immune responses, metabolism and diseases, as well as toxicological outcomes^1^. Mounting evidence indicates that miRNAs are frequently overexpressed or downregulated as a result of cancer, obesity, diabetes, inflammation, neurological disorders, cardiovascular diseases or autoimmune diseases^2–7,2–7,2–7,2–7,2–7,2–7^. Previous studies have shown that distinct miRNA signatures can be assigned to particular organs and tumor types^8^. For example, miR-21 is ubiquitously expressed and upregulated in various types of cancer, including lymphoma, lung, prostate and colorectal cancers among others^9^. Furthermore, tumor cells have been shown to release tumor-specific miRNAs into systemic circulation. Because of the fundamental roles played by miRNAs in cellular functions, the potential for miRNAs as novel therapeutic targets is now widely recognized. Several candidate therapeutic miRNAs have progressed into clinical and preclinical development; for example, antisense miR-122 is being developed as a treatment for hepatitis C virus, miR-208/499 for chronic heart failure, miR-195 for myocardial infarction and miR-34 and let-7 for cancer^10,11^. However, serious obstacles obstructing the development of miRNA-based therapies remain, including lack of tissue specificity and risks of systemic toxicity. Characterizing miRNA expression profiles of normal organs and tissues may improve our understanding of the etiology of diseased organs and of organ- and tissue-specificity of miRNAs, and the success rate of development of new miRNA-based therapeutics.

Additionally, miRNAs have the potential to be useful biomarkers for monitoring physiological conditions and tissue injury. Upon tissue injury, miRNAs are released into systemic circulation or other body fluids; upon release, these miRNAs can be detected in small-volume samples via specific and sensitive quantitative real-time PCR. The precise mechanisms underlying the remarkable stability of miRNAs in the RNase-rich environment of blood are not well understood; nevertheless, miRNAs persist and are remarkably stable in blood; and these miRNAs can persist in an encapsulated state in exosomes or in protein complexes with carriers such as Argonaute 2 and Nucleophosmin or the High Density Lipoprotein^12^. Moreover, several studies have successfully identified circulating miRNA-based biomarkers; for example, Mitchell *et al.*^13^ found that miR-141 was highly elevated in serum from patients with prostate cancer and hypothesized that this miRNA may be useful as a diagnostic marker. Similarly, Wang *et al.*^14^ found that miR-122a, which is specifically expressed in the liver, was circulating systemically in mice with acetaminophen- (APAP-) induced hepatotoxicity; the authors reported that miR-122a and miR-192 were detected in plasma as early as the point when elevated alanine aminotransferase activity was found evident. Laterza *et al.*^15^ also reported that plasma miRNA measurements could be useful for monitoring tissue injury in the liver, muscle and brain. Even in clinical research, plasma miR-122a was significantly elevated in APAP-induced hepatitis patients^16^. These reports clearly indicate that circulating organ-specific miRNAs can serve as useful biomarkers for tissue injury and disease status in various organs. The organ-specificity of circulating miRNAs, or in other words, the detailed tissue distribution of miRNAs, is important information to be used in obtaining biomarkers for organ toxicity, although desirable properties of biomarkers vary with intended use. In addition, miRNA profiles of normal organs and tissues are important for gaining a better understanding of the source of modulated miRNAs in blood and in gaining an understanding of how those modulations reflect various physiological and toxicological conditions.

To date, organ-specific miRNA profiles have been reported for several animal species, including human, mouse and rat^17–20,17–20,17–20,17–20^. However, the amount of data currently available is still inadequate, since there are only limited datasets with profiles in a limited number of organs. The main objectives of our data analysis were (i) to establish the validity of this dataset and (ii) to demonstrate organ-specific miRNAs identified in this dataset. In this report, we present a large-scale reference dataset constituting genome-wide miRNA profiles for 55 normal rat organs or tissues. The validity of this dataset was confirmed by comprehensive statistical analysis. We ultimately identified several organ-specific miRNAs in rats. These organ-specific miRNAs can potentially be used as biomarkers for identifying the origin of metastatic tumors and for monitoring toxicity in targeted organs. Furthermore, establishing combinations of organ-specific miRNA measurements may be a novel biomarker for monitoring simultaneous impairment in multiple organs. Our data also support the hypothesis that specificity of miRNA expression is conserved among different species, since the majority of organ-specific miRNAs identified in this rat study were also confirmed as organ-specific in humans. The value of miRNAs as novel therapeutic targets and circulating biomarkers to monitor tissue injury and several pathophysiological conditions in organs is now broadly recognized. In the course of development of miRNAs for practical use as targeted therapeutics and biomarkers, there is no doubt about the importance of open access large-scale datasets for a free miRNA atlas for normal organs/tissues and comparative data analysis. The work presented herein represents a comprehensive dataset derived from normal samples profiled in a single study. We believe that our dataset will be of particular value to both basic and translational scientists in biological and biomedical sciences, especially for novel target discovery and biomarker identification.

## Methods

### Animal experiments

For each miRNA microarray experiment, 9-week-old male Sprague-Dawley rats were obtained from Charles River Japan, Inc. (Kanagawa, Japan). After a 7-day quarantine and acclimatization period, 10-week-old animals were used (*N*=6). The animals were individually housed in stainless-steel cages in an animal room set to the following conditions: 12 h (7:00–19:00) light phase; ventilation rate, 12/h; temperature, 20 °C–26 °C; and relative humidity, 35–75%. Each animal had free access to water and pellet diet (CRF-1, sterilized by radiation, Oriental Yeast Co., Ltd., Tokyo, Japan). Each animal was anesthetized with ether. The animals were divided into 2 groups to compare the effects of peripheral blood cells in organs; 3 animals were perfused with saline to remove blood from all organs, while the remaining 3 animals that were not perfused were subjected to collection of only the heart (atrium and interventricular septum), kidney, liver and lung. All organs evaluated in this study are listed in Table 1 (available online only). Experimental protocols were reviewed and approved by the Ethics Review Committee for Animal Experimentation of the National Institute of Health Sciences.

### RNA extraction and miRNA microarray analysis

RNA was prepared using the miRNeasy kit (QIAGEN, Hilden, Germany), according to the manufacturer’s instructions. RNA was quantified using a DU-7400 spectrophotometer (Beckman Coulter, Brea, CA) and quality was monitored with the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Cyanine-3 (Cy-3) labeled RNA was prepared from 0.1 μg RNA using the miRNA Complete Labeling and Hyb Kit (Agilent Technologies), according to the manufacturer’s instructions. The entire volume of Cy3-labeled RNA was incubated at 100 °C for 5 min in a 45 μl reaction volume containing 1x Agilent blocking agent, Hybridization Spike-In and Hi-RPM Hybridization Buffer. Upon completion of this incubation, samples were hybridized to an 8×15 k customized Agilent Rat miRNA microarray containing both miRBase 15.0 and 16.0 probes for 20 h at 55 °C on a rotating rack in an Agilent hybridization oven. After hybridization, microarrays were washed for 5 min at room temperature with GE Wash Buffer 1 (Agilent Technologies) and then for 5 min at 37 °C with GE Wash buffer 2 (Agilent Technologies); slides were then dried immediately. Immediately after this washing and drying step, slides were scanned using an Agilent DNA Microarray Scanner (G2565AA) at the following settings: one-color scan for 8×16 k array slides, scan area, 61×21.6 mm; scan resolution, 5 μm; dye channel, green; and extended dynamic range scan mode (Hi=100%, Lo=5%).

### Microarray data analysis

Expressionist analysis software Ver. 7.6 (Genedata AG, Basel, Switzerland) was used for normalization, principal component analysis (PCA) and hierarchical clustering. First, all signal intensities were scaled to the 75th percentile of the median of the dynamic target value for each array using the central tendency normalization method. Next, the following two statistical parameters were calculated for each probe: (i) *P*-value of the Shapiro-Wilk test with Bonferroni correction (R software) and (ii) maximal signal intensity. Probes were then filtered by a *P*-value of <0.05 and a maximal signal intensity of >100. To identify organ-specific miRNAs, expression profiles of filtered probes were further analyzed by model-based clustering using the ‘mclust’ R package (http://cran.r-project.org/web/packages/mclust/index.html). For this analysis, a histogram was created to determine the distribution of expression values among different organs for each gene. For multiple distributions, the presence of an isolated peak was considered attributable to organ-specific expression of miRNAs. Genes with isolated peaks consisting of less than 37 microarrays (20% of all microarrays) in the histogram were selected as candidate miRNAs that were specifically expressed in one or a few organs.

## Data Records

Microarray data are available in the NCBI Gene Expression Omnibus (GEO), accession GSE52754 (Data Citation 1). This accession contains matrix files of normalized miRNA expression data used in this report and raw data files generated from Agilent microarray systems as.gz files.

## Technical Validation

### miRNA microarray experiments

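The scanner files of all 180 arrays, which lay on 23 slides scanned on 3 days, held 14340 spots each for the 717 miRNAs of the design. No miRNA spot was saturated (0 over the 180 arrays). The scanner software marked between 1.63% and 6.43% of the miRNA spots of an array as outliers (median 2.74%), and these were left out. Between 86 and 244 miRNAs were detected per array (median 161.5). Each miRNA was measured by 1 to 4 probe sequences. For 141 miRNAs with several probe sequences that were detected on at least 50% of the arrays, the median of the lowest correlation between probe sequences was 0.992, and 1 of them, miR-409-3p, lay under 0.8.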

In this study, microarray experiments were performed according to the manufacturer’s instructions, and the quality of each experiment was assessed in QC reports generated from the Agilent microarray systems.

### Possible effects of peripheral blood cell-derived miRNAs

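For the comparison of sampling conditions, liver, kidney, lung, heart cardiac atrium and heart interventricular septum were taken from 3 rats perfused with saline and from 3 rats that were not perfused, which gave 30 1-color arrays in 10 groups of 3. The authors deposited the scanner output of each array and a table of normalized signal intensities. Here the background-corrected spot signals of the scanner software were averaged over the spots of each probe sequence and then over the probe sequences of each miRNA. Each array was scaled by its 75th percentile over the 37 miRNAs detected on all arrays, values under a floor of 10.8 were set to that floor, and log2 values were used in the tests. A miRNA counted as detected on an array when over 50% of its spots were well above background in the scanner software. Liver arrays detected 102 to 118 miRNAs (median 113), kidney arrays 138 to 162 (median 148.5), lung arrays 169 to 193 (median 177), atrium arrays 122 to 153 (median 131.5) and septum arrays 130 to 144 (median 137). The number of arrays limits the precision, since 3 rats against 3 cannot give an exact permutation p under 0.1. Perfused and not perfused rats also lay mostly on different slides.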

To evaluate the possible effects of peripheral blood cell-derived miRNAs on the miRNA expression profiles of organs, two different sampling conditions, with or without perfusion, were compared to assess effects on miRNA expression profiles in four organs (heart, kidney, liver and lung). As shown in Figure 1, blood-cell–specific miRNAs (e.g., miR-451 and miR-144)^21^ were clearly evident in nonperfused samples, but not in perfused samples. On the other hand, for each organ, miRNA profiles for perfused samples were highly correlated with those for nonperfused samples (*R*^2^>0.995). These data support the hypothesis that there are no distinct differences in miRNA profiles between these major organs and peripheral blood cells with some exceptions, such as miR-451 and miR-144, and that expression profiles for the majority of miRNAs were not markedly affected by remaining peripheral blood. Moreover, our data showed that miR-451 and miR-144 were specifically expressed in hematopoietic tissues e.g., spleen and bone marrow (refer to the original dataset for details). Therefore, microarray data obtained from nonperfused samples were analyzed in combination with those from perfused samples when generating the final comprehensive dataset.

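miR-451 (rno-miR-451 in the files) was detected on 15 of 15 arrays without perfusion and on 14 of 15 with it. Its normalized signal intensity in liver was 415 ± 124 (SD, n = 3 rats) without and 145 ± 28.6 (SD, n = 3) with perfusion. In kidney it was 174 ± 48.6 and 13.7 ± 2.5, in atrium 553 ± 295 and 52.2 ± 21.5, and in septum 498 ± 260 and 53.3 ± 35.9. In these 4 organs every not perfused rat lay above every perfused rat (two-sided exact permutation test, p = 0.1 in each, the smallest p that 3 rats against 3 allow). In lung the 3 not perfused rats had signals of 405, 559 and 558, and the perfused rats 17.5, 422 and 1080 (exact permutation p = 0.8). The log2 difference, perfused minus not perfused, was -1.48 in liver, -3.64 in kidney, -1.33 in lung, -3.30 in atrium and -3.38 in septum, with a standard error of 0.93 in each. The standard error is alike because limma took 1 spread of miR-451 over the 10 groups, the widely spread perfused lung included. Adjusted over the 191 miRNAs tested (limma, Benjamini-Hochberg), p was 0.843, 0.149, 0.944, 0.358 and 0.292. Adjusted over the list alone, the list being miR-451 and miR-144, it was 0.127, 0.00156, 0.288, 0.00375 and 0.00306. With each organ fitted alone, limma's p adjusted over all miRNAs tested was 0.0145 in kidney, and miR-451 was called in no other organ. Over the alternatives limma's adjusted p ranged from 7.86e-04 to 1 in kidney, from 0.0049 to 1 in atrium and from 0.00198 to 1 in septum, and with perfused rat 4 left out the difference in lung was 0.43. miR-144 (rno-miR-144) was detected on 6 of 15 arrays without perfusion, of which 3 were lung, 2 atrium and 1 septum, and on 2 of 15 with perfusion, both of them lung. It was detected on 0 liver and 0 kidney arrays. In liver its signal, although under the detection limit, was 27.9 ± 11.0 (SD, n = 3) without perfusion and at the floor with it, a log2 difference of -1.29 (standard error 0.34, limma's adjusted p = 0.107, 0.00224 adjusted over the list alone). In atrium and septum its values lay at or near the floor under both conditions (exact permutation p = 1 and 0.4). In lung its log2 difference was 0.38 (limma's adjusted p = 1). In the authors' table miR-144 had means of 0.557 in liver, 0.157 in kidney, 0.243 in atrium and 0.247 in septum with perfusion. There miR-451*, which was detected on 0 of these arrays, had the same means, so they are not measured signal of miR-144. The sizes of the log2 differences in these organs thus rest on values without signal. Without perfusion miR-144 had 44.1 in liver and 10.2 in kidney, although 0 arrays there detected it by the rule used here. Its log2 difference in that table was -6.26 in liver, -6.91 in atrium, -7.12 in septum and -2.46 in lung. Limma's adjusted p was 0.0283, 0.0193, 0.0137 and 0.951, and in kidney the difference was -6.00, not past the threshold. Over the alternatives this p ranged from 4.54e-07 to 1 in liver, from 0.0193 to 1 in atrium, from 0.0137 to 1 in septum, from 0.0740 to 1 in kidney and from 0.425 to 1 in lung.

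**Figure D1:**
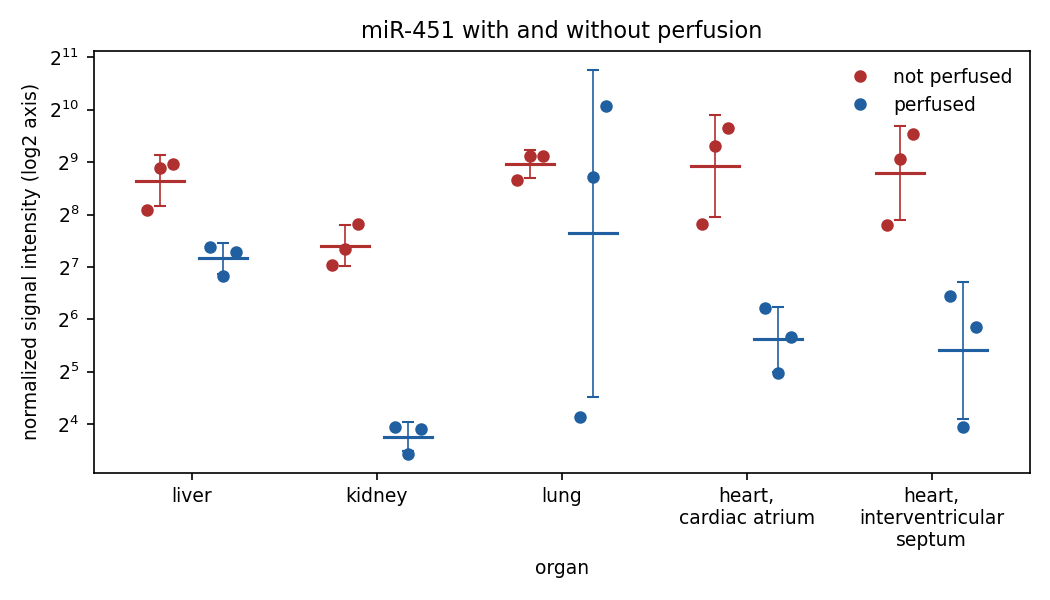
Normalized signal intensity of miR-451 (vertical axis, log2) in each of the 5 organs (horizontal axis) without perfusion (red) and with perfusion (blue). Points are single rats, 3 per group, and lines and bars are the mean and SD of the log2 values. In lung the perfused rats reach from 17.5 to 1080.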

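The squared Pearson correlation between the mean signal of 3 perfused and 3 not perfused rats, over the 717 miRNAs on a linear scale, was 0.9998 in liver, 0.9960 in kidney, 0.9959 in lung, 0.9988 in atrium and 0.9994 in septum. It runs across miRNAs, which are not independent replicates, so no test was made. For comparison, the median value for 1 rat against the mean of the other 2 rats of its own group was 0.9987, 0.9950, 0.9929, 0.9985 and 0.9970 in the same order. These values are not like for like, since means of fewer rats carry more noise. Between single rats, perfused against not perfused, the median was 0.9988, 0.9891, 0.9920, 0.9975 and 0.9961. For pairs of single rats of one group it was 0.9977, 0.9936, 0.9921, 0.9974 and 0.9956, higher in kidney and, slightly, in lung. The brightest miRNA held 50.2% of the signal in liver (miR-122), 5.55% in kidney, 5.78% in lung, 20.7% in atrium and 20.6% in septum. Without the 10 brightest miRNAs of the organ the value between means of 3 rats was 0.9855 in liver, 0.9959 in kidney, 0.9952 in lung, 0.9914 in atrium and 0.9938 in septum. The setting that moved it most was quantile normalization, with 0.783 in kidney. Between log2 means it was 0.9957 in liver, 0.9929 in kidney, 0.9969 in lung, 0.9935 in atrium and 0.9927 in septum.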

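Of the 191 miRNAs detected on all 3 arrays of at least 1 of the 10 groups, limma called 0 changed by perfusion in each of the 5 organs at an adjusted p of 0.05. At an unadjusted p under that level there were 11 miRNAs in liver, 4 in kidney, 12 in lung, 4 in atrium and 3 in septum. No tool other than limma was run for these counts. The perfused and not perfused rats did not overlap for 12, 7, 14, 8 and 6 miRNAs, which is 6.28%, 3.66%, 7.33%, 4.19% and 3.14% of those tested. Chance gives 10% for values without ties, but 27 to 44 of the 191 miRNAs lay at the floor on all 6 arrays of an organ. Over the 140, 146, 145, 132 and 133 miRNAs above the floor on all 6 arrays, a choice made after seeing the data, the shares were 7.86%, 4.11%, 8.97%, 5.30% and 3.76%. The median size of the log2 difference was 0.09 in liver, 0.07 in kidney, 0.07 in lung, 0.05 in atrium and 0.04 in septum. In data simulated for the liver contrast alone, with 20 of the 191 miRNAs changed at a time, a change of 1 log2 unit was called in 79.25% of cases and a change of 2 log2 units in 96%. Changes of fewer miRNAs and in other single organs were not simulated, and the rate is an average over miRNAs of different spread. The alternative with the most calls was a floor 4 times as high, with 5 miRNAs in liver. From the high correlation in each organ, with miR-451 and miR-144 as exceptions, the paper takes its data as backing for a hypothesis. By this hypothesis remaining blood did not markedly affect most miRNA profiles.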

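On the arrays of the perfused rats, miR-451 had a mean signal of 25687 ± 6332 (SD, n = 3 rats) in bone marrow and 5665 ± 1517 (SD, n = 3) in spleen, ranks 1 and 2 of 55 organs. Next was brown adipose tissue with 568. Against the mean of the other 54 organs the log2 difference was 9.38 in bone marrow and 7.15 in spleen (standard error 0.55 in both, limma's adjusted p = 1.21e-31 and 7.08e-23 over 345 miRNAs). miR-451 was also detected on 105 of 162 arrays outside each of these organs. With those arrays set to at least their lowest detected signal, it was at least 590-fold higher in bone marrow and at least 126-fold higher in spleen. One-sided exact permutation tests over 735130 choices of 3 arrays gave p = 1.36e-06 for bone marrow, the smallest possible, and 8.57e-05 for spleen. These tests took single arrays as units, although the 3 arrays of an organ are replicates, so their p are too small for a comparison of organs. The paper named spleen and bone marrow for miR-451 and miR-144 from these same arrays, so the tests are not independent evidence. miR-144 had a mean signal of 1625 ± 1154 (SD, n = 3) in bone marrow and 293.5 ± 108 (SD, n = 3) in spleen, and was detected on 9 of 162 arrays outside each organ. Its log2 difference was 6.86 in bone marrow and 4.52 in spleen (standard error 0.14, limma's adjusted p = 2.15e-76 and 1.17e-57), and it was at least 88.0-fold and 17.4-fold higher. The alternatives gave log2 differences between 7.27 and 10.22 for miR-451 in bone marrow and between 1.62 and 10.76 for miR-144 in spleen. miR-144* had 72.8 ± 12.7 (SD, n = 3) in spleen and 43.5 ± 17.2 (SD, n = 3) in bone marrow, where 1 of 3 arrays detected it. miR-451* was detected on 0 arrays of either organ.

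**Figure D2:**
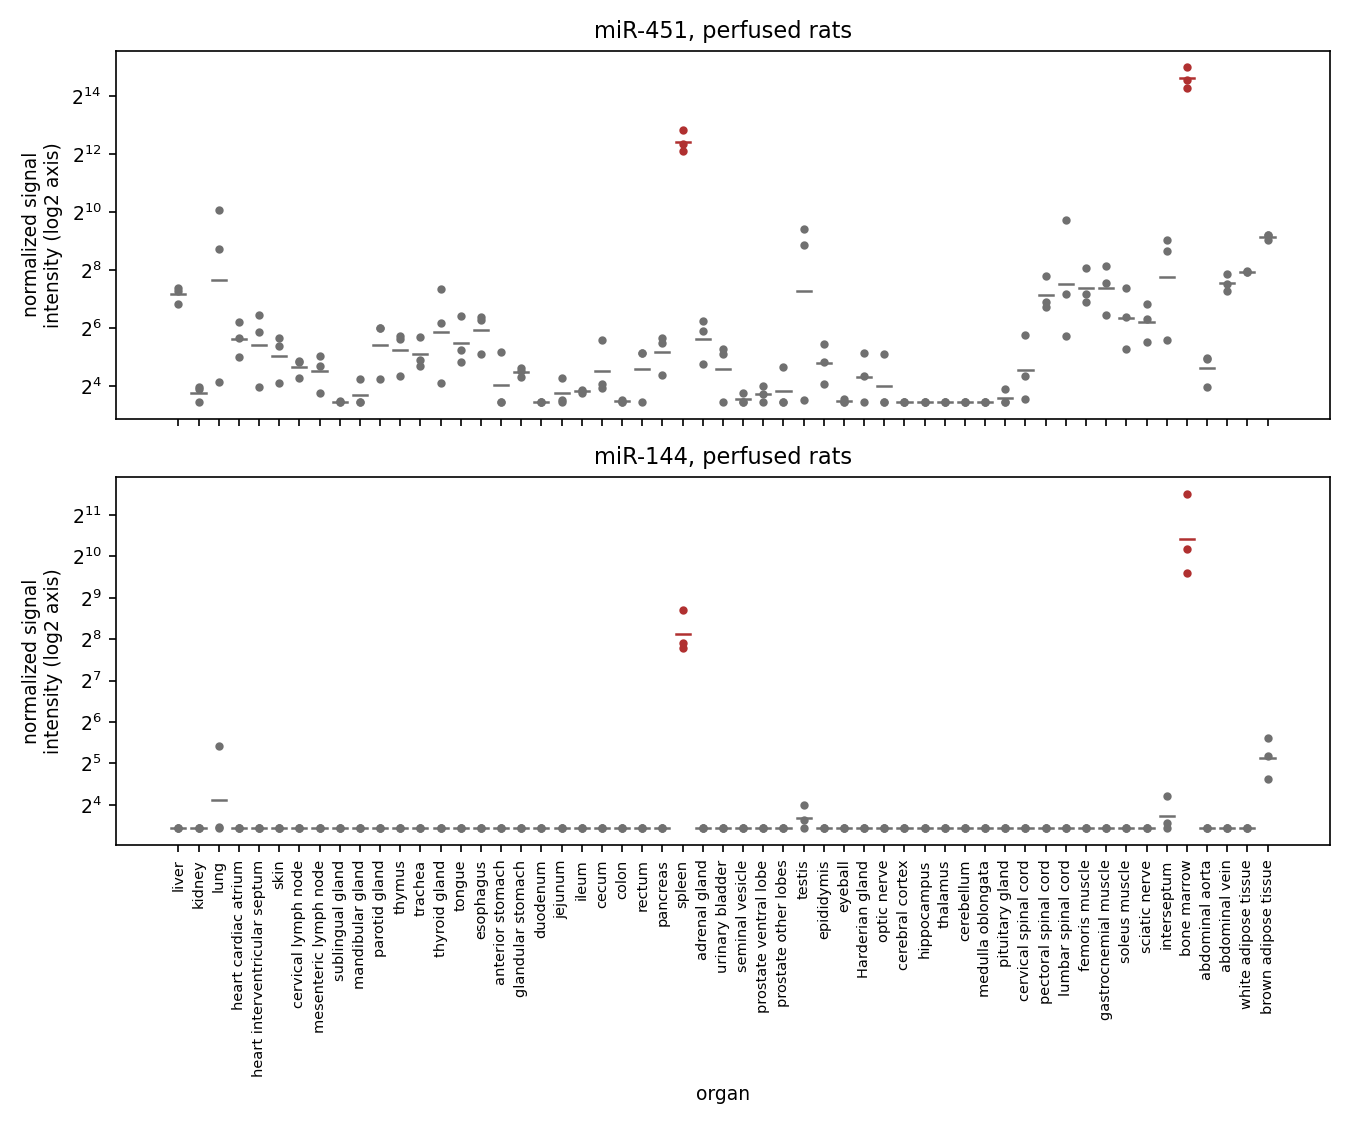
Normalized signal intensity (vertical axes, log2) of miR-451 and miR-144 in the 55 organs of the perfused rats (horizontal axis). Points are the 3 rats of an organ and lines the mean of their log2 values. Spleen and bone marrow are in red, and the lowest points of miR-144 lie at the floor of 10.8.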

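Averaged over the 5 organs of each rat, 3 perfused against 3 not perfused rats, limma called 0 of 191 miRNAs at an adjusted p of 0.05. The lowest p was that of miR-451, with a log2 difference of -2.63 and an adjusted p of 0.122 (limma), followed by miR-204 with -0.45 and an adjusted p of 0.515 (limma). Over the alternatives limma called 0 to 3 miRNAs, the most in the authors' table (miR-144, miR-181a-1* and miR-451). A limma test of whether the effect of perfusion differed between the organs called 0 of 191. At an unadjusted p under 0.05 there were 4 miRNAs in the first test and 8 in the second, and no tool other than limma was run. Sampling condition and slide can hardly be told apart, since 1 slide held both kinds of array. With slide as a random block, limma called 1 miRNA over the 5 organs, miR-451. That fit took the 30 arrays with a term per organ and none for rat, so it is not the test on rat means. With rat as the random block over the same arrays, limma called no miRNA.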

### Principal component analysis (PCA)

PCA was performed to comprehensively compare miRNA expression profiles among all organs in the entire experimental dataset (Figure 2a). 

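For the comparison of all organs, 55 organs of 3 perfused rats and the same 5 organs of 3 not perfused rats gave 180 arrays, 3 per organ and 6 for liver, kidney, lung, atrium and septum. Principal components were computed on the log2 values of the 425 miRNAs detected on at least 1 array, centred and not scaled to unit variance. The 75th percentile used for scaling ranged from 68.0 to 6343 before scaling. It was lowest in pancreas, with 68.0 to 121, and there 86 to 108 miRNAs were detected. Groups of organs were compared by permutation tests on organ means. The groups and components compared, here and within organ systems, were those the paper describes for these same arrays. Their p-values are therefore not independent evidence.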

Along the principal component (PC) 1 axis, which accounts for 29.1% of all variation, the clusters of signals from nervous system (brain, spinal cord, optic nerve and sciatic nerve; shown in blue colors), pituitary gland and adrenal gland samples were clearly separated from intestine samples (shown in red), whereas along the PC2 axis (11.4%), muscle (shown in green) samples were clearly separated from nervous system and intestine samples. 

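PC1 held 27.9% and PC2 16.7% of the variance over the 180 arrays. The choice that moved PC1 most was linear in place of log2 values, with 92.9%. On PC1 the 36 arrays of nervous system, pituitary and adrenal gland lay from -33.13 to -7.16 and the 18 intestine arrays from 18.91 to 25.94, without overlap. The means of these 12 and 6 organs differed by 3.03 SD (exact permutation p = 5.39e-05, 6.46e-05 after Benjamini-Hochberg adjustment over the 6 comparisons). Over the alternatives this difference ranged from 0.00485 to 3.08 SD (highest adjusted permutation p = 0.0323). On PC2 the 48 muscle arrays lay from -10.83 to 19.42. Of the 30 nervous system arrays 18 fell within this range, and of the 18 intestine arrays 5 did. Eyeball, which Table 2 places in the nervous system but the paper's text on PC1 does not list, was left out of that group. Its 3 arrays (-8.56, -7.29 and -5.39) also lay within the muscle range. The lower end of the range came from glandular stomach, and without this organ, from 3.44 upward, 4 nervous system arrays (optic and sciatic nerve) and 0 intestine arrays fell within it. The mean difference was 1.88 SD for nervous system (permutation p = 3e-05, adjusted 6e-05) and 2.30 SD for intestines (exact permutation p = 5.16e-05, adjusted 6.46e-05). For nervous system the alternatives gave 0.236 to 2.49 SD (highest adjusted permutation p = 0.0442). For intestines they gave 0.266 to 2.39 SD (highest adjusted permutation p = 0.0665). The largest weights on PC1 were those of miR-200b (0.203), miR-200a (0.19) and miR-200c_v15.0 (0.19) at one end and miR-124 (-0.174), miR-9* (-0.168) and miR-9 (-0.153) at the other. On PC2 they were those of miR-1 (0.275), miR-133b (0.244) and miR-133a* (0.152) at the positive end. At the negative end they were those of miR-200c_v15.0 (-0.161), miR-200b (-0.158) and miR-200a (-0.153).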

Along the PC3 axis (8.1%), the clusters of signals from lymph and hematopoietic tissue (shown in pink) samples were clearly separated from those of other samples. Similarly, along the PC4 axis (6.7%) and PC5 axis (5.0%), the clusters of signals from pancreas and lung samples, and those from reproductive organ samples, were clearly separated from others. 

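PC3 held 9.41% of the variance. The 15 arrays of lymphoid or hematopoietic organs lay from -24.63 to -5.55, and 16 arrays of other organs fell within that range. The upper end was 1 array, the cervical lymph node of rat 4. The other 14 lay at -16.32 or lower, and 0 arrays of other organs fell within their range, the nearest being at -16.21. The organ means differed by 2.37 SD (permutation p = 1e-05, the smallest that 100000 resamples give, adjusted p = 3e-05). The weights furthest from 0 on that side were those of miR-142-3p (-0.192), miR-142-5p (-0.168) and miR-451 (-0.151).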

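PC4 held 8.19% and PC5 6.34% of the variance. On PC4 pancreas had a mean score of 47.90 and the next organ, parotid gland, 14.87. Lung had a mean score of -4.86, on the other side of the mean of all organs, and 13 organs lay further from it. Of the 171 arrays of other organs 148 fell within the range of pancreas and lung, and 0 within that of pancreas alone. The difference of the mean of pancreas and lung from the other 53 organs was 2.84 SD (exact permutation p = 0.0316, adjusted p = 0.0316). In the authors' table it was 0.73 SD (adjusted permutation p = 0.255), with pancreas at 58.91 and lung at -37.15, the highest and lowest organ. On PC5 the 15 arrays of reproductive organs lay from -21.61 to -5.91, and 12 arrays of other organs fell within that range. Their mean differed by 2.06 SD (permutation p = 1e-05, the smallest possible, adjusted p = 3e-05). The weights furthest from 0 on their side were those of miR-34b_v15.0 (-0.173), miR-34b (-0.164) and miR-34c (-0.157).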

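Over the 425 miRNAs detected on at least 1 array, 152 of the 180 arrays had an array of the same organ as the most correlated one. Relabelling the arrays 10000 times gave 2.51 on average and at most 14 (permutation p = 1e-04, the smallest possible). The correlation of log2 values within an organ ranged from 0.917 to 0.998 with a median of 0.993, and between organs the median was 0.736. Of the 28 arrays nearest to another organ, 12 were atrium or septum arrays, each nearest to the other heart part of the same rat. Over all 180 arrays the alternatives gave at least 143 matches, the fewest with the stricter filter and with the 128 miRNAs of Table 4.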

A tendency towards densely clustered signals from triplicate samples of the same organ was observed in PCA results. Additional information and eigenvalues of PC1 to PC5 axes are summarized in Tables 2 and 3 (available online only).

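Table 3 lists 513 probes. All 513 had a detection call of the scanner software on at least 1 array, and 425 of them met the detection rule used here. The weights computed here correlated with those of Table 3 by 0.855 on PC1, 0.786 on PC2, 0.771 on PC3, 0.596 on PC4 and 0.680 on PC5 in size, over the 425 shared miRNAs. In the authors' table over the probes of Table 3 (512 of 513), an alternative chosen after seeing the data, the weights correlated by 1.0000, 1.0000, 0.9998, 0.9999 and 0.9995 in size, and the components held 29.1%, 11.4%, 8.12%, 6.75% and 4.97% of the variance.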

Furthermore, miRNA microarray data obtained from digestive organs, the nervous system and skeletal/smooth muscles were extracted from the whole dataset and subjected to system-specific PCA (Figure 2b). In the intestinal-specific subanalysis, clusters of signals from upper digestive organ (esophagus and stomach) samples were clearly separated from those of lower digestive organs (small and large intestine) along PC1 (37.2%), whereas along the PC2 axis (10.8%), those from small and large intestine samples were further divided into each organ by functional anatomy of the digestive system. 

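Over the 27 arrays of 9 digestive organs, PC1 held 53.5% and PC2 12.0% of the variance. The alternative that moved PC1 most was linear values, with 81.9%. The 9 arrays of esophagus and stomach lay from -25.91 to -1.28 on PC1 and the 18 intestine arrays from 1.11 to 16.96 (exact permutation p = 0.0119 over 3 and 6 organ means, the smallest possible). On PC2 the small intestine lay from -0.94 to 7.09 and the large intestine from -13.84 to 2.46. These ranges overlapped (exact permutation p = 0.1 over 3 and 3 organ means, the smallest possible). Over the probes of Table 3 in the authors' table, chosen after seeing the data, they lay from -27.71 to -0.84 and from 7.03 to 24.38, without overlap.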

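Over the 30 arrays of 10 nervous system organs, PC1 held 54.1% and PC2 15.9% of the variance. The 9 arrays of cerebral cortex, hippocampus and thalamus lay from 8.13 to 15.53 on PC1 and the 3 of sciatic nerve from -25.65 to -24.66. On PC2 the 9 spinal cord arrays lay from 4.31 to 10.31 and the 3 of optic nerve from -6.54 to -1.96. The ranges did not overlap in either case. Over 3 organ means against 1 the exact permutation p, added after seeing the data, was 0.25 in both cases, the smallest possible.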

In the nervous system subanalysis, a clear separation of clusters of signals were observed along both PC1 (35.7%) and PC2 (13.2%); those from cerebrum samples were clearly separated from ischial nerve samples along PC1, and those from the spinal cord were separated from optic nerve samples along PC2 (13.2%). Skeletal/smooth muscles were separated into four clusters: skeletal muscles, smooth muscles (blood vessel), smooth muscles (bladder and stomach) and others (esophagus, tongue and skin) (31.0% for PC1 and 16.4% for PC2). 

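Over the 33 arrays of 11 skeletal and smooth muscle organs, PC1 held 48.3% and PC2 26.0% of the variance. With the 4 groups of organs given, which the paper describes for these same arrays, the mean silhouette on both components was 0.775. On it, 0 of the 33 arrays lay closer to another group. The mean silhouette was 0.898 for the 12 skeletal muscle arrays, 0.798 for the 6 blood vessel arrays, 0.824 for the 6 of urinary bladder and anterior stomach, and 0.563 for the 9 of esophagus, tongue and skin.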

Overall, PCA successfully showed the similarity in gene expression profiles among functionally similar organs. These results provided evidence that the microarray data were of high enough quality to assess similarities and differences among miRNA profiles from different organs and tissues. In addition, the global miRNA expression profiles for these 55 normal organs included high-quality, reliable data that reflected the biological function of each organ.

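Of 345 miRNAs detected on all perfused arrays of at least 1 organ, 344 differed between the 55 organs in limma's F test at an adjusted p of 0.05. From the positions of the organs along the components, the paper concludes that functionally similar organs had similar expression profiles.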

### Organ specific miRNA selection

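Of the 425 miRNAs detected on at least 1 array, 309 had a Bonferroni-adjusted Shapiro-Wilk p under 0.05 over the 180 log2 values and a highest signal above 100 on the scale of the authors' table. Of these, 258 are among the 296 that Table 4 lists as passing. The stricter filter, with detection on at least 50% of the arrays, moved the count most, to 99. In the authors' table 295 miRNAs passed.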

To identify organ-specific miRNAs, all probes with any detectable signal were further filtered by a statistical analysis with criteria described in the Methods section; 296 probes met these criteria and were further analyzed using model-based clustering. 

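In model-based clustering of log2 values with 1 to 9 components and the model chosen by BIC, 293 of 309 miRNAs had a smallest component of fewer than 37 arrays. Of these, 117 are among the 128 to which Table 4 gives a cluster size. Requiring component means at least 2 log2 units apart moved the count most, to 62 miRNAs. On simulated data 100% of miRNAs with 6 arrays raised by 4 log2 units were called and 0.333% of normally distributed ones. The latter rate does not carry over to the 309 miRNAs, which had passed a filter for values that are not normally distributed. All 309 had 2 or more components.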

In the model-based clustering, 128 probes were identified as miRNAs that were specifically expressed in one or more organs; further details on the statistical parameters calculated are available in Table 4 (available online only). Figure 3 shows a 2-dimensional hierarchical clustering diagram of groups of organs; the clustering was based on the expression profiles of the 128 filtered probes. 

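In average-linkage clustering of the 293 miRNAs on 1 minus Pearson correlation, the arrays of 39 of 55 organs formed a branch of their own, and 144 of 180 arrays first merged with arrays of the same organ. Over the 128 miRNAs of Table 4 the arrays of 33 organs did so, and over all 425 detected miRNAs those of 41. The fewest, 28 organs, came from the authors' table over the 128 miRNAs.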

Triplicate samples of the same organ were densely clustered; moreover, functionally similar organs were closely clustered to each other. Among these clusters, several miRNAs that were specifically expressed in specific organ(s) were successfully identified. 

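For each of the 20 miRNAs of Table 5, the mean of the organs the table names was compared with the mean of all other organs over the 180 arrays. All 20 were higher in the named organs, with log2 differences from 2.03 (miR-652, standard error 0.05, limma's adjusted p = 3.84e-68) to 13.20 (miR-122, standard error 0.08, limma's adjusted p = 2.47e-145). The study chose the list on these arrays, so the test is not independent evidence. Of the 84 organs named, 77 were among the highest organ means of their miRNA, counting as many organs as the table names. The others belonged to miR-7a and miR-652 (3 of 5 each) and to miR-124, miR-128 and miR-181b (4 of 5 each). Where other arrays did not detect a miRNA only a bound holds: miR-122 was at least 7155-fold higher in liver, miR-184 at least 757-fold in eyeball, miR-216a at least 409-fold in pancreas and miR-208_v15.0 at least 14.8-fold in the 2 heart parts. These bounds hold for the main processing. Over the alternatives the log2 difference ranged from 9.80 to 20.08 for miR-122 and from 6.60 to 15.83 for miR-184. It ranged from 4.74 to 13.88 for miR-216a and from 1.39 to 12.37 for miR-208_v15.0. The setting that moved the count of 77 most was normexp background correction, an alternative chosen after seeing the data, with 61.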

Expression profiles of several representative organ-specific miRNAs are summarized (Figure 4 and Table 5 (available online only)). As shown in Table 5, more than half of these miRNAs were expressed in the corresponding human organs/tissues^22–31,22–31,22–31,22–31,22–31,22–31,22–31,22–31,22–31,22–31^.

### Technical validity and limitation of microarray analysis

Microarray technology has become a crucial tool for large-scale and high-throughput measurement. Non-specific hybridization or cross-hybridization is a common concern when interpreting microarrays, particularly with closely related gene family members having highly similar sequences. However, in such cases cross-hybridization is unavoidable since designing appropriate, highly specific, probes is not easy. Advances in microarray technology have successfully reduced, but not completely eliminated, cross-hybridization between the same subfamilies of miRNAs^32^. Therefore, attention should be paid to interpreting data from genes with highly similar sequences particularly in a microarray dataset similar to the present data. 

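Pairs of miRNAs that share a number had a median correlation of 0.62 over organ means (71 pairs), and the arms of one hairpin 0.81 (55 pairs), against -0.01 for all pairs of 345 miRNAs. Relabelling the miRNAs 10000 times gave p = 1e-04 for both (permutation test, the smallest possible). Without the filter on dim probes the medians were 0.45 (175 pairs) and 0 (263 pairs). Between miRNAs of one number the correlation ranged from -0.29 to 0.997. The values do not separate shared signal from shared expression, since the bases of the probes were not used here.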

Recently, RNA-sequencing (RNA-seq) technology has emerged as a powerful tool for transcriptomics. This new technology is expected to be a useful tool for miRNA expression analysis.

## Usage Notes

Since a large amount of numerical data is produced with microarray analysis, sophisticated bioinformatics approaches are required to analyze and interpret the results. A great number of statistical algorithms for filtering differentially expressed genes are available through the BioConductor project website. In addition, there are several software packages available that combine visualization with statistical analysis, such as Genedata Expressionist (Genedata), GeneSpring (Agilent Technology), Spotfire DecisionSite (Spotfire), TIBCO Spotfire (TIBCO Software Inc.) and ArrayTrack (Tong *et al.*,^33^).

## Additional information

Tables 1, 2, 3, 4, 5 are only available in the online version of this paper.

**How to cite this article:** Minami, K. *et al.* miRNA expression atlas in male rat. *Sci. Data* 1:140005 doi: 10.1038/sdata.2014.5 (2014).

## Supplementary Material

## Figures and Tables

**Figure 1:**
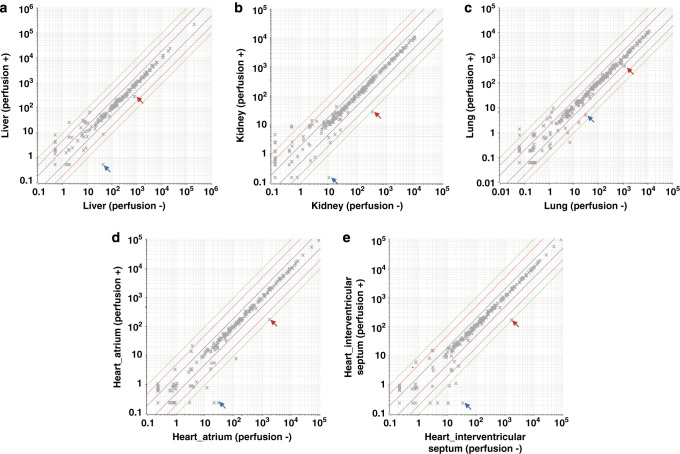
Effect of circulating blood on miRNA expression in organs. Arrows indicate blood specific miRNAs; red arrows: miR-451, blue arrows: miR-144. Horizontal axis: Perfusion (-), vertical axis: Perfusion (+). Correlation coefficient (*R*^*2*^); (**a**) Liver: 0.9998, (**b**) Kidney: 0.9960, (**c**) Lung: 0.9956, (**d**) Heart, atrium: 0.9988, (**e**) Heart, interventricular septum: 0.9994.

**Figure 2:**
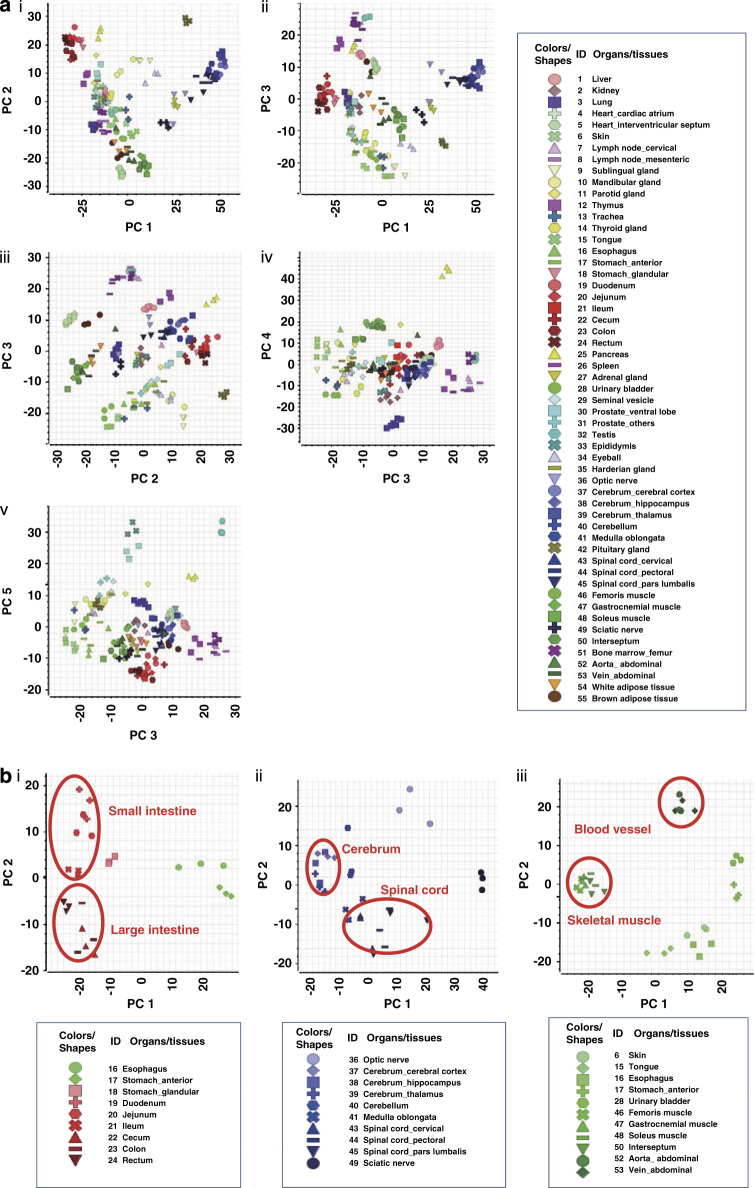
Principal component analysis (PCA). (**a**) PCA for all organ miRNAs. Spot colors represent broad types of organs; blue: nervous system, red: intestines, green: smooth or skeletal muscles, pink: lymphoid or hematopoietic system, light blue: reproductive system. Eigenvalues for each component: 29.1% (PC1), 11.4% (PC2); 8.1% (PC3), 6.7% (PC4), 5.0% (PC5). (**b**) PCA for digestive organs, nervous system or muscles. Eigenvalues for each component: (i) 37.2% (PC1), 10.8% (PC2); (ii) 35.7% (PC1), 13.2% (PC2); (iii) 31.0% (PC1), 16.4% (PC2).

**Figure 3:**
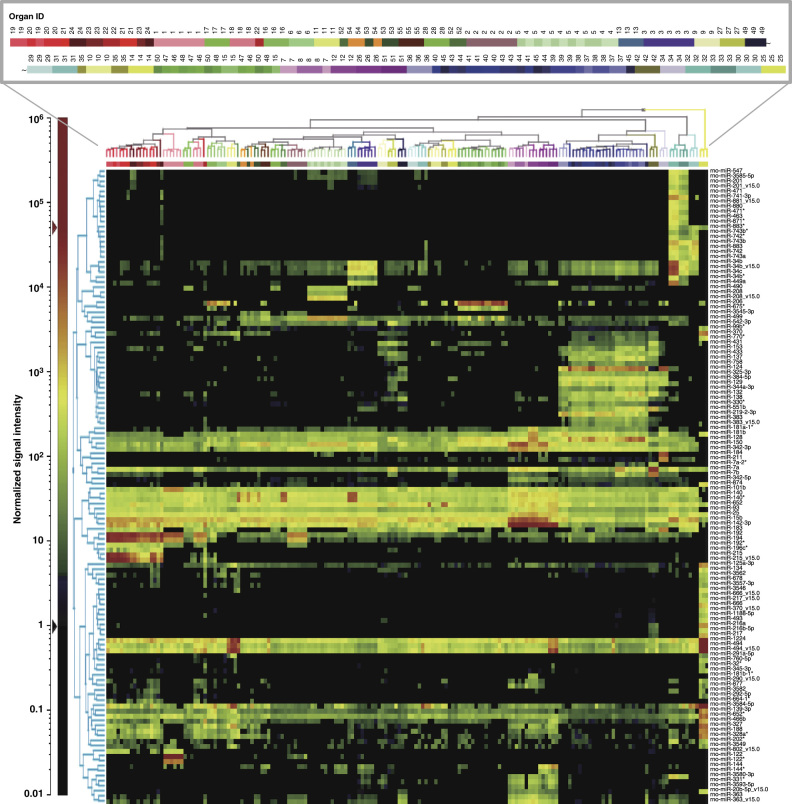
Two-dimensional hierarchical clustering analysis based on the expression profiles of the 128 filtered probes. Horizontal: individual organs, vertical: miRNAs. In this analysis, expression profiles for the 128 probes filtered by model-based clustering were used for clustering.

**Figure 4:**
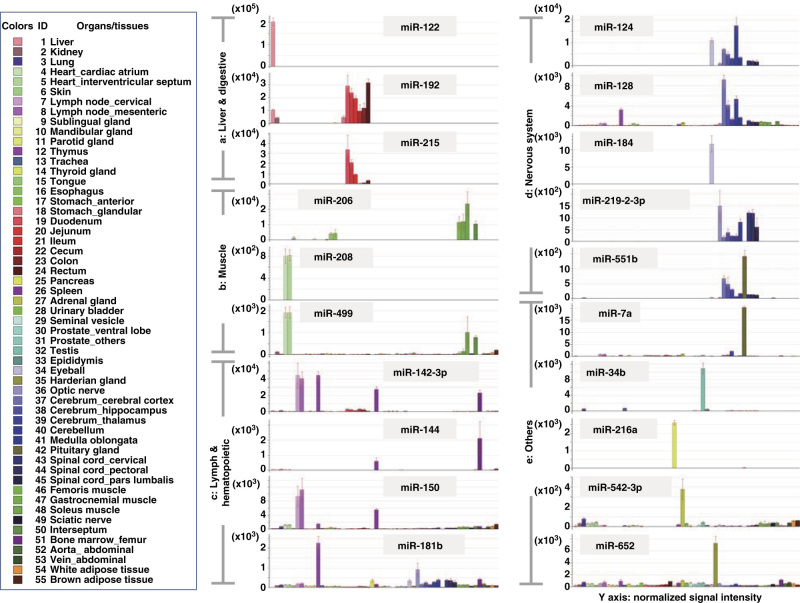
Expression profiles of organ-specific miRNAs identified in this study. Horizontal: individual organs, vertical: normalized signal intensity. Each bar represents mean±S.D. (Organ ID 1–5: *N*=6, organ ID 6–55: *N*=3).

**Table 1:** List of organs/tissues evaluated in this study

**Organ ID**	**Organ name**	**Organ ID**	**Organ name**
1	Liver*	29	Seminal vesicle
2	Kidney†	30	Prostate_ventral lobe
3	Lung	31	Prostate_others
4	Heart_cardiac atrium	32	Testis
5	Heart_interventricular septum	33	Epididymis
6	Skin	34	Eyeball
7	Lymph node_cervical	35	Harderian gland
8	Lymph node_mesenteric	36	Optic nerve
9	Sublingual gland	37	Cerebrum_cerebral cortex‡
10	Mandibular gland	38	Cerebrum_hippocampus‡
11	Parotid gland	39	Cerebrum_thalamus‡
12	Thymus	40	Cerebellum
13	Trachea	41	Medulla oblongata
14	Thyroid gland	42	Pituitary gland
15	Tongue	43	Spinal cord_cervical
16	Esophagus	44	Spinal cord_pectoral
17	Stomach_anterior	45	Spinal cord_pars lumbalis
18	Stomach_glandular	46	Femoris muscle
19	Duodenum§	47	Gastrocnemial muscle
20	Jejunum§	48	Soleus muscle
21	Ileum§	49	Sciatic nerve
22	Cecum§	50	Interseptum
23	Colon§	51	Bone marrow_femur
24	Rectum§	52	Aorta_ abdominal
25	Pancreas	53	Vein_ abdominal
26	Spleen	54	White adipose tissue
27	Adrenal gland	55	Brown adipose tissue
28	Urinary bladder		

*Left lateral lobe.

^†^Whole kidney containing cortex, medulla, and papilla.

^‡^Each cerebrum region, including the cortex, hippocampus and thalamus, was macroscopically collected from the sagittal section of the cerebrum.

^§^Scrapped mucosal epithelial tissue.

**Table 2:** Individual sample IDs and additional information

**Sample ID** *	**Rat number**	**Tissue** †	**Perfused? y/n**	**Organ type category**
GSM1275420	1	No.1_liver	n	others
GSM1275421	1	No.1_kidney	n	others
GSM1275422	1	No.1_lung	n	others
GSM1275423	1	No.1_heart_atrium	n	smooth or skeletal muscles
GSM1275424	1	No.1_heart_interventricular septum	n	smooth or skeletal muscles
GSM1275425	2	No.2_liver	n	others
GSM1275426	2	No.2_kidney	n	others
GSM1275427	2	No.2_lung	n	others
GSM1275428	2	No.2_heart_atrium	n	smooth or skeletal muscles
GSM1275429	2	No.2_heart_interventricular septum	n	smooth or skeletal muscles
GSM1275430	3	No.3_liver	n	others
GSM1275431	3	No.3_kidney	n	others
GSM1275432	3	No.3_lung	n	others
GSM1275433	3	No.3_heart_atrium	n	smooth or skeletal muscles
GSM1275434	3	No.3_heart_interventricular septum	n	smooth or skeletal muscles
GSM1275435	4	No.4_liver	y	others
GSM1275436	4	No.4_kidney	y	others
GSM1275437	4	No.4_lung	y	others
GSM1275438	4	No.4_heart_atrium	y	smooth or skeletal muscles
GSM1275439	4	No.4_heart_interventricular septum	y	smooth or skeletal muscles
GSM1275440	4	No.4_skin	y	smooth or skeletal muscles
GSM1275441	4	No.4_lymph node—cervical	y	lymphoid or hematopoietic system
GSM1275442	4	No.4_lymph node—mesenteric	y	lymphoid or hematopoietic system
GSM1275443	4	No.4_sublingual gland	y	gland
GSM1275444	4	No.4_mandibular gland	y	gland
GSM1275445	4	No.4_parotid gland	y	gland
GSM1275446	4	No.4_thymus	y	lymphoid or hematopoietic system
GSM1275447	4	No.4_trachea	y	others
GSM1275448	4	No.4_thyroid	y	gland
GSM1275449	4	No.4_tongue	y	smooth or skeletal muscles
GSM1275450	4	No.4_esophagus	y	smooth or skeletal muscles
GSM1275451	4	No.4_stomach_anterior	y	smooth or skeletal muscles
GSM1275452	4	No.4_stomach_glandular	y	smooth or skeletal muscles
GSM1275453	4	No.4_duodenum	y	intestines (mucosal epithelial tissue)
GSM1275454	4	No.4_jejunum	y	intestines (mucosal epithelial tissue)
GSM1275455	4	No.4_ileum	y	intestines (mucosal epithelial tissue)
GSM1275456	4	No.4_cecum	y	intestines (mucosal epithelial tissue)
GSM1275457	4	No.4_colon	y	intestines (mucosal epithelial tissue)
GSM1275458	4	No.4_rectum	y	intestines (mucosal epithelial tissue)
GSM1275459	4	No.4_pancreas	y	gland
GSM1275460	4	No.4_spleen	y	lymphoid or hematopoietic system
GSM1275461	4	No.4_adrenal gland	y	gland
GSM1275462	4	No.4_bladder	y	smooth or skeletal muscles
GSM1275463	4	No.4_seminal vesicle	y	reproductive system
GSM1275464	4	No.4_prostate_ventral	y	reproductive system
GSM1275465	5	No.5_liver	y	others
GSM1275466	5	No.5_kidney	y	others
GSM1275467	5	No.5_lung	y	others
GSM1275468	5	No.5_heart_atrium	y	smooth or skeletal muscles
GSM1275469	5	No.5_heart_interventricular septum	y	smooth or skeletal muscles
GSM1275470	5	No.5_skin	y	smooth or skeletal muscles
GSM1275471	5	No.5_lymph node—cervical	y	lymphoid or hematopoietic system
GSM1275472	5	No.5_lymph node—mesenteric	y	lymphoid or hematopoietic system
GSM1275473	5	No.5_sublingual gland	y	gland
GSM1275474	5	No.5_mandibular gland	y	gland
GSM1275475	5	No.5_parotid gland	y	gland
GSM1275476	5	No.5_thymus	y	lymphoid or hematopoietic system
GSM1275477	5	No.5_trachea	y	others
GSM1275478	5	No.5_thyroid	y	gland
GSM1275479	5	No.5_tongue	y	smooth or skeletal muscles
GSM1275480	5	No.5_esophagus	y	smooth or skeletal muscles
GSM1275481	5	No.5_stomach_anterior	y	smooth or skeletal muscles
GSM1275482	5	No.5_stomach_glandular	y	smooth or skeletal muscles
GSM1275483	5	No.5_duodenum	y	intestines (mucosal epithelial tissue)
GSM1275484	5	No.5_jejunum	y	intestines (mucosal epithelial tissue)
GSM1275485	5	No.5_ileum	y	intestines (mucosal epithelial tissue)
GSM1275486	5	No.5_cecum	y	intestines (mucosal epithelial tissue)
GSM1275487	5	No.5_colon	y	intestines (mucosal epithelial tissue)
GSM1275488	5	No.5_rectum	y	intestines (mucosal epithelial tissue)
GSM1275489	5	No.5_pancreas	y	gland
GSM1275490	5	No.5_spleen	y	lymphoid or hematopoietic system
GSM1275491	5	No.5_adrenal gland	y	gland
GSM1275492	5	No.5_bladder	y	smooth or skeletal muscles
GSM1275493	5	No.5_seminal vesicle	y	reproductive system
GSM1275494	5	No.5_prostate_ventral	y	reproductive system
GSM1275495	5	No.5_prostate_other	y	reproductive system
GSM1275496	6	No.6_liver	y	others
GSM1275497	6	No.6_kidney	y	others
GSM1275498	6	No.6_lung	y	others
GSM1275499	6	No.6_heart_atrium	y	smooth or skeletal muscles
GSM1275500	6	No.6_heart_interventricular septum	y	smooth or skeletal muscles
GSM1275501	6	No.6_skin	y	smooth or skeletal muscles
GSM1275502	6	No.6_lymph node—cervical	y	lymphoid or hematopoietic system
GSM1275503	6	No.6_lymph node—mesenteric	y	lymphoid or hematopoietic system
GSM1275504	6	No.6_sublingual gland	y	gland
GSM1275505	6	No.6_mandibular gland	y	gland
GSM1275506	6	No.6_parotid gland	y	gland
GSM1275507	6	No.6_thymus	y	lymphoid or hematopoietic system
GSM1275508	6	No.6_trachea	y	others
GSM1275509	6	No.6_thyroid	y	gland
GSM1275510	6	No.6_tongue	y	smooth or skeletal muscles
GSM1275511	6	No.6_esophagus	y	smooth or skeletal muscles
GSM1275512	6	No.6_stomach_anterior	y	smooth or skeletal muscles
GSM1275513	6	No.6_stomach_glandular	y	smooth or skeletal muscles
GSM1275514	6	No.6_duodenum	y	intestines (mucosal epithelial tissue)
GSM1275515	6	No.6_jejunum	y	intestines (mucosal epithelial tissue)
GSM1275516	6	No.6_ileum	y	intestines (mucosal epithelial tissue)
GSM1275517	6	No.6_cecum	y	intestines (mucosal epithelial tissue)
GSM1275518	6	No.6_colon	y	intestines (mucosal epithelial tissue)
GSM1275519	6	No.6_rectum	y	intestines (mucosal epithelial tissue)
GSM1275520	6	No.6_pancreas	y	gland
GSM1275521	6	No.6_spleen	y	lymphoid or hematopoietic system
GSM1275522	6	No.6_adrenal gland	y	gland
GSM1275523	6	No.6_bladder	y	smooth or skeletal muscles
GSM1275524	6	No.6_seminal vesicle	y	reproductive system
GSM1275525	6	No.6_prostate_ventral	y	reproductive system
GSM1275526	4	No.4_prostate_other	y	reproductive system
GSM1275527	4	No.4_testicle	y	reproductive system
GSM1275528	4	No.4_epididymis	y	reproductive system
GSM1275529	4	No.4_eyeball	y	nervous system
GSM1275530	4	No.4_Harderian gland	y	gland
GSM1275531	4	No.4_optic nerve	y	nervous system
GSM1275532	4	No.4_cerebrum_cerebral cortex	y	nervous system
GSM1275533	4	No.4_cerebrum_hippocampus	y	nervous system
GSM1275534	4	No.4_cerebrum_Thalamus	y	nervous system
GSM1275535	4	No.4_cerebellum	y	nervous system
GSM1275536	4	No.4_medulla oblongata	y	nervous system
GSM1275537	4	No.4_Pituitary gland	y	gland
GSM1275538	4	No.4_spinal cord_cervical	y	nervous system
GSM1275539	4	No.4_spinal cord_pectoral	y	nervous system
GSM1275540	4	No.4_spinal cord_pars lumbalis	y	nervous system
GSM1275541	4	No.4_femoris muscle	y	smooth or skeletal muscles
GSM1275542	4	No.4_gastrocnemial muscle	y	smooth or skeletal muscles
GSM1275543	4	No.4_musculus soleus	y	smooth or skeletal muscles
GSM1275544	4	No.4_ischial nerve	y	nervous system
GSM1275545	4	No.4_interseptum	y	smooth or skeletal muscles
GSM1275546	4	No.4_bone marrow	y	lymphoid or hematopoietic system
GSM1275547	4	No.4_aorta	y	smooth or skeletal muscles
GSM1275548	4	No.4_vein	y	smooth or skeletal muscles
GSM1275549	4	No.4_white adipose tissue	y	others
GSM1275550	4	No.4_brown adipose tissue	y	others
GSM1275551	5	No.5_testicle	y	reproductive system
GSM1275552	5	No.5_epididymis	y	reproductive system
GSM1275553	5	No.5_eyeball	y	nervous system
GSM1275554	5	No.5_Harderian gland	y	gland
GSM1275555	5	No.5_optic nerve	y	nervous system
GSM1275556	5	No.5_cerebrum_cerebral cortex	y	nervous system
GSM1275557	5	No.5_cerebrum_hippocampus	y	nervous system
GSM1275558	5	No.5_cerebrum_Thalamus	y	nervous system
GSM1275559	5	No.5_cerebellum	y	nervous system
GSM1275560	5	No.5_medulla oblongata	y	nervous system
GSM1275561	5	No.5_Pituitary gland	y	gland
GSM1275562	5	No.5_spinal cord_cervical	y	nervous system
GSM1275563	5	No.5_spinal cord_pectoral	y	nervous system
GSM1275564	5	No.5_spinal cord_pars lumbalis	y	nervous system
GSM1275565	5	No.5_femoris muscle	y	smooth or skeletal muscles
GSM1275566	5	No.5_gastrocnemial muscle	y	smooth or skeletal muscles
GSM1275567	5	No.5_musculus soleus	y	smooth or skeletal muscles
GSM1275568	5	No.5_ischial nerve	y	nervous system
GSM1275569	5	No.5_interseptum	y	smooth or skeletal muscles
GSM1275570	5	No.5_bone marrow	y	lymphoid or hematopoietic system
GSM1275571	5	No.5_aorta	y	smooth or skeletal muscles
GSM1275572	5	No.5_vein	y	smooth or skeletal muscles
GSM1275573	5	No.5_white adipose tissue	y	others
GSM1275574	5	No.5_brown adipose tissue	y	others
GSM1275575	6	No.6_prostate_other	y	reproductive system
GSM1275576	6	No.6_testicle	y	reproductive system
GSM1275577	6	No.6_epididymis	y	reproductive system
GSM1275578	6	No.6_eyeball	y	nervous system
GSM1275579	6	No.6_Harderian gland	y	gland
GSM1275580	6	No.6_optic nerve	y	nervous system
GSM1275581	6	No.6_cerebrum_cerebral cortex	y	nervous system
GSM1275582	6	No.6_cerebrum_hippocampus	y	nervous system
GSM1275583	6	No.6_cerebrum_Thalamus	y	nervous system
GSM1275584	6	No.6_cerebellum	y	nervous system
GSM1275585	6	No.6_medulla oblongata	y	nervous system
GSM1275586	6	No.6_Pituitary gland	y	gland
GSM1275587	6	No.6_spinal cord_cervical	y	nervous system
GSM1275588	6	No.6_spinal cord_pectoral	y	nervous system
GSM1275589	6	No.6_spinal cord_pars lumbalis	y	nervous system
GSM1275590	6	No.6_femoris muscle	y	smooth or skeletal muscles
GSM1275591	6	No.6_gastrocnemial muscle	y	smooth or skeletal muscles
GSM1275592	6	No.6_musculus soleus	y	smooth or skeletal muscles
GSM1275593	6	No.6_ischial nerve	y	nervous system
GSM1275594	6	No.6_interseptum	y	smooth or skeletal muscles
GSM1275595	6	No.6_bone marrow	y	lymphoid or hematopoietic system
GSM1275596	6	No.6_aorta	y	smooth or skeletal muscles
GSM1275597	6	No.6_vein	y	smooth or skeletal muscles
GSM1275598	6	No.6_white adipose tissue	y	others
GSM1275599	6	No.6_brown adipose tissue	y	others

*Individual sample IDs created by GEO.

^†^Resistered tissue names in GSE52754.

**Table 3:** Eigen values and vectors of PCAs in Figure 1

**Probe ID**	**Eigenvalue 1: 29.1%**	**Eigenvalue 2: 11.4%**	**Eigenvalue 3: 8.1%**	**Eigenvalue 4: 6.7%**	**Eigenvalue 5: 5.0%**
rno-let-7a	0.001	−0.024	−0.008	−0.013	0.003
rno-let-7a-1*	0.004	−0.015	−0.026	−0.029	−0.035
rno-let-7b	−0.002	−0.018	−0.013	−0.002	0.004
rno-let-7b*	−0.025	0.013	0.013	0.040	0.015
rno-let-7c	0.002	−0.020	−0.017	−0.007	0.009
rno-let-7c-1*	0.023	−0.008	−0.014	−0.006	0.030
rno-let-7d	0.002	−0.027	−0.005	−0.014	−0.010
rno-let-7d*	0.008	−0.036	0.001	−0.027	−0.060
rno-let-7e	0.023	−0.034	−0.020	−0.044	0.001
rno-let-7f	−0.002	−0.023	−0.005	−0.018	−0.005
rno-let-7i	0.001	−0.027	−0.008	−0.014	−0.004
rno-let-7i*	−0.015	−0.004	0.008	0.035	0.014
rno-miR-1	0.011	−0.204	−0.135	0.113	−0.015
rno-miR-1*	−0.023	0.015	0.019	0.053	0.002
rno-miR-100	0.026	−0.056	−0.018	−0.018	0.033
rno-miR-100*	−0.012	−0.006	0.011	0.037	0.014
rno-miR-101a	−0.006	−0.016	−0.008	−0.003	0.008
rno-miR-101a*	−0.014	−0.006	0.007	0.037	0.015
rno-miR-101b	−0.007	−0.012	0.011	−0.025	0.001
rno-miR-103	0.007	−0.014	−0.003	−0.054	−0.030
rno-miR-105	−0.015	−0.007	0.007	0.041	0.013
rno-miR-106b	−0.022	−0.011	0.012	−0.030	−0.026
rno-miR-106b*	−0.026	−0.007	0.041	0.012	0.002
rno-miR-107	0.004	−0.016	−0.002	−0.043	−0.026
rno-miR-10a-3p	−0.036	0.000	−0.016	−0.035	−0.018
rno-miR-10a-5p	−0.043	−0.055	0.000	−0.027	−0.038
rno-miR-10b	−0.045	−0.071	−0.039	0.007	−0.024
rno-miR-10b*	−0.006	−0.027	0.019	−0.009	−0.021
rno-miR-1188-3p	−0.019	0.004	0.014	0.038	0.012
rno-miR-1188-5p	−0.011	0.015	0.018	0.068	0.031
rno-miR-122	−0.029	−0.009	0.044	0.041	0.019
rno-miR-122*	−0.020	−0.004	0.037	0.061	0.016
rno-miR-1224	−0.028	0.016	0.027	0.078	0.011
rno-miR-124	0.131	0.069	0.066	−0.009	0.016
rno-miR-124*	0.035	0.025	0.025	0.020	0.013
rno-miR-1249	−0.062	0.040	0.063	0.080	−0.063
rno-miR-125a-3p	−0.009	0.024	0.022	0.012	−0.046
rno-miR-125a-5p	0.023	−0.039	−0.015	−0.054	−0.001
rno-miR-125b*	0.037	0.002	−0.002	0.004	0.020
rno-miR-125b-5p	0.027	−0.044	−0.023	−0.009	0.038
rno-miR-126	−0.003	−0.069	0.005	−0.019	−0.006
rno-miR-126*	0.004	−0.086	0.004	−0.047	−0.028
rno-miR-127	0.113	−0.023	−0.097	0.063	0.012
rno-miR-127*	0.079	0.033	−0.025	0.039	−0.016
rno-miR-128	0.046	−0.019	0.021	−0.028	−0.041
rno-miR-128-2*	−0.004	0.002	0.021	0.032	0.011
rno-miR-129	0.102	0.067	0.046	0.007	0.034
rno-miR-129-1*	0.068	0.058	0.025	−0.002	0.023
rno-miR-129-2*	0.116	0.079	0.036	−0.030	0.017
rno-miR-130a	−0.005	−0.040	−0.009	−0.041	−0.010
rno-miR-130b	−0.077	0.074	0.044	−0.061	−0.095
rno-miR-130b*	−0.043	0.037	0.033	0.023	−0.050
rno-miR-132	0.093	0.074	0.025	−0.029	−0.011
rno-miR-132*	−0.006	0.000	0.012	0.036	0.016
rno-miR-133a	0.001	−0.172	−0.096	0.115	−0.009
rno-miR-133a*	−0.009	−0.171	−0.092	0.157	0.000
rno-miR-133b	0.013	−0.151	−0.130	0.063	−0.005
rno-miR-134	0.002	0.038	0.003	0.085	0.018
rno-miR-134*	−0.006	0.027	0.001	0.036	−0.011
rno-miR-135a	0.070	0.073	−0.033	−0.032	0.090
rno-miR-135a*	0.004	0.017	0.007	0.035	0.044
rno-miR-135b	0.075	0.046	−0.019	−0.012	0.046
rno-miR-136	0.100	0.000	−0.099	0.052	−0.015
rno-miR-136*	0.101	0.015	−0.081	0.058	−0.037
rno-miR-137	0.094	0.058	0.032	0.003	−0.014
rno-miR-137*	0.013	0.011	0.024	0.030	0.014
rno-miR-138	0.090	0.053	0.071	−0.012	−0.009
rno-miR-138-1*	−0.011	−0.005	0.011	0.037	0.013
rno-miR-138-2*	0.045	0.024	0.035	0.021	−0.001
rno-miR-139-3p	−0.017	−0.001	−0.004	0.067	−0.001
rno-miR-139-5p	0.020	−0.035	0.020	−0.044	−0.093
rno-miR-140	−0.003	−0.030	−0.002	−0.047	−0.035
rno-miR-140*	−0.006	−0.028	0.001	−0.037	−0.033
rno-miR-141	−0.128	0.143	−0.149	−0.046	0.068
rno-miR-141*	−0.012	0.000	0.001	0.038	0.016
rno-miR-142-3p	−0.046	−0.021	0.050	−0.054	−0.056
rno-miR-142-5p	−0.090	−0.019	0.060	−0.085	−0.101
rno-miR-143	−0.024	−0.054	−0.039	−0.022	0.013
rno-miR-143*	−0.033	−0.038	−0.036	−0.024	0.037
rno-miR-144	−0.027	−0.069	0.078	0.000	0.002
rno-miR-144*	−0.019	−0.042	0.051	−0.001	0.006
rno-miR-145	−0.023	−0.072	−0.055	−0.023	0.021
rno-miR-145*	−0.016	−0.026	−0.014	0.023	0.008
rno-miR-146a	−0.024	−0.038	0.008	−0.015	−0.016
rno-miR-146b	0.009	−0.019	−0.026	−0.051	−0.021
rno-miR-147	−0.041	0.037	0.015	0.034	−0.052
rno-miR-148b-3p	−0.002	−0.007	−0.009	−0.041	−0.005
rno-miR-148b-5p	−0.011	0.004	0.003	0.015	0.015
rno-miR-150	0.002	−0.065	0.038	−0.049	−0.046
rno-miR-150*	−0.060	0.035	0.056	0.051	−0.101
rno-miR-151	0.003	−0.032	−0.011	−0.042	−0.009
rno-miR-151*	−0.001	−0.008	0.011	−0.009	0.013
rno-miR-152	−0.022	−0.029	−0.045	0.012	0.016
rno-miR-153	0.066	0.090	0.011	−0.014	−0.015
rno-miR-154	0.099	−0.001	−0.104	0.033	−0.042
rno-miR-154*	0.069	0.058	−0.012	0.018	0.007
rno-miR-15b	−0.027	−0.012	0.015	−0.026	−0.014
rno-miR-15b*	−0.037	0.018	0.042	−0.012	−0.032
rno-miR-16	−0.015	−0.024	0.011	−0.022	−0.021
rno-miR-17-1-3p	−0.039	0.003	0.057	−0.005	−0.032
rno-miR-17-5p	−0.031	−0.010	0.022	−0.038	−0.038
rno-miR-181a	0.012	−0.013	0.027	−0.016	−0.010
rno-miR-181a-1*	0.040	−0.038	0.053	−0.067	−0.034
rno-miR-181b	0.022	−0.016	0.019	−0.016	−0.024
rno-miR-181b-1*	−0.018	−0.003	0.022	0.032	0.009
rno-miR-181c	0.006	−0.019	−0.009	−0.053	−0.032
rno-miR-181d	0.005	−0.007	0.005	−0.022	−0.022
rno-miR-182	−0.042	0.081	−0.127	−0.031	0.026
rno-miR-183	−0.040	0.115	−0.158	−0.072	0.032
rno-miR-183*	−0.024	0.033	−0.019	0.032	−0.010
rno-miR-184	−0.013	−0.016	0.006	0.010	0.030
rno-miR-185	0.012	0.000	0.003	−0.018	−0.017
rno-miR-186	−0.005	−0.009	0.008	−0.002	−0.010
rno-miR-187*	−0.015	−0.001	0.011	0.044	0.016
rno-miR-188	−0.075	0.065	0.050	0.085	−0.067
rno-miR-188*	−0.026	−0.008	0.055	0.010	−0.009
rno-miR-18a	−0.071	0.025	0.034	−0.049	−0.082
rno-miR-190	0.004	0.002	−0.003	0.032	−0.022
rno-miR-190*	−0.007	0.003	0.008	0.038	−0.003
rno-miR-191	−0.020	−0.007	0.032	0.022	−0.001
rno-miR-191*	−0.007	−0.013	0.028	−0.027	−0.041
rno-miR-192	−0.045	0.062	0.023	−0.045	−0.133
rno-miR-192*	−0.067	0.073	0.025	0.025	−0.092
rno-miR-193	−0.036	−0.042	−0.027	0.023	−0.027
rno-miR-193*	−0.024	−0.065	−0.039	0.035	−0.050
rno-miR-194	−0.045	0.095	0.039	−0.052	−0.181
rno-miR-194*	−0.054	0.056	0.018	0.026	−0.070
rno-miR-1949	−0.055	−0.039	0.009	0.001	−0.054
rno-miR-195	−0.002	−0.063	−0.018	−0.022	−0.008
rno-miR-196a	−0.032	−0.021	−0.046	0.027	−0.081
rno-miR-196b	−0.044	−0.026	−0.032	0.017	−0.061
rno-miR-196c	−0.039	−0.004	−0.044	0.033	−0.088
rno-miR-196c*	−0.051	0.060	0.011	0.036	−0.091
rno-miR-199a-3p	−0.027	−0.069	−0.048	−0.001	−0.005
rno-miR-199a-5p	−0.041	−0.080	−0.053	−0.009	−0.015
rno-miR-19a	−0.056	0.008	0.035	−0.042	−0.033
rno-miR-19b	−0.039	0.002	0.028	−0.009	−0.008
rno-miR-19b-1*	−0.025	−0.011	0.058	0.011	−0.006
rno-miR-200a	−0.130	0.157	−0.197	−0.039	0.081
rno-miR-200a*	−0.052	0.065	−0.025	0.028	0.000
rno-miR-200b	−0.134	0.158	−0.206	−0.040	0.082
rno-miR-200b*	−0.082	0.099	−0.090	0.006	0.067
rno-miR-200c	−0.098	0.118	−0.161	−0.018	0.090
rno-miR-200c_v15.0	−0.134	0.121	−0.135	−0.055	0.111
rno-miR-201	−0.028	−0.016	0.031	−0.003	0.103
rno-miR-201*	−0.017	−0.008	0.022	0.034	0.065
rno-miR-201_v15.0	−0.026	−0.014	0.028	0.006	0.094
rno-miR-202	−0.014	−0.007	0.013	0.038	0.022
rno-miR-202*	−0.029	0.034	0.027	0.071	0.021
rno-miR-202_v15.0	−0.015	−0.008	0.025	0.040	0.046
rno-miR-203	−0.090	0.046	−0.139	−0.034	−0.071
rno-miR-204	0.039	0.005	−0.051	−0.061	0.029
rno-miR-204*	0.026	0.015	0.011	0.018	0.017
rno-miR-205	−0.080	0.042	−0.210	−0.041	0.051
rno-miR-205_v15.0	−0.088	0.037	−0.216	−0.035	0.032
rno-miR-206	0.020	−0.080	−0.104	0.189	−0.035
rno-miR-207	−0.015	−0.007	0.015	0.036	0.013
rno-miR-207_v15.0	−0.015	−0.007	0.015	0.036	0.013
rno-miR-208	−0.016	−0.053	0.035	0.043	0.031
rno-miR-208*	−0.017	−0.052	0.030	0.040	0.034
rno-miR-208_v15.0	−0.017	−0.071	0.046	0.045	0.037
rno-miR-208b-3p	−0.013	−0.011	0.007	0.041	0.012
rno-miR-20a	−0.031	−0.013	0.025	−0.039	−0.037
rno-miR-20a*	−0.054	0.027	0.045	−0.023	−0.041
rno-miR-20b-3p	−0.016	−0.006	0.018	0.032	0.008
rno-miR-20b-5p	−0.031	−0.014	0.026	−0.037	−0.037
rno-miR-20b-5p_v15.0	−0.026	−0.003	0.081	0.035	−0.002
rno-miR-21	−0.038	−0.001	−0.006	−0.017	−0.007
rno-miR-21*	−0.033	0.019	0.020	0.028	−0.032
rno-miR-210	−0.003	−0.021	−0.003	−0.007	−0.012
rno-miR-211	0.023	0.009	0.012	−0.041	0.064
rno-miR-211*	−0.064	0.065	0.023	0.075	−0.077
rno-miR-212	0.014	0.082	0.040	0.065	−0.064
rno-miR-212*	0.007	0.015	0.011	0.033	0.022
rno-miR-214	−0.035	−0.077	−0.048	0.006	−0.008
rno-miR-215	−0.076	0.096	0.012	0.046	−0.133
rno-miR-215_v15.0	−0.082	0.103	0.014	0.047	−0.146
rno-miR-216a	−0.011	0.025	0.017	0.085	0.044
rno-miR-216b-5p	−0.011	0.017	0.012	0.071	0.039
rno-miR-217	−0.012	0.019	0.016	0.081	0.043
rno-miR-217_v15.0	−0.016	0.007	0.019	0.071	0.033
rno-miR-218	0.067	−0.055	−0.041	−0.072	0.057
rno-miR-219-2-3p	0.096	0.049	0.068	0.003	−0.002
rno-miR-219-5p	0.053	0.092	0.062	−0.087	−0.096
rno-miR-22	−0.005	−0.049	−0.014	0.017	−0.002
rno-miR-22*	0.006	−0.054	−0.038	−0.012	−0.028
rno-miR-221	0.000	−0.017	−0.025	−0.055	0.019
rno-miR-221*	−0.004	0.001	0.008	0.020	0.023
rno-miR-222	0.013	0.025	−0.036	−0.088	0.047
rno-miR-223	−0.025	−0.026	0.013	0.000	−0.018
rno-miR-224	−0.012	−0.004	−0.005	0.036	0.016
rno-miR-224*	−0.011	−0.003	−0.001	0.040	0.016
rno-miR-224_v15.0	−0.019	−0.110	−0.102	0.015	0.055
rno-miR-23a	−0.011	−0.046	−0.028	−0.007	−0.020
rno-miR-23a*	−0.027	0.009	0.001	0.048	−0.013
rno-miR-23b	0.001	−0.029	−0.033	−0.008	−0.008
rno-miR-24	−0.006	−0.038	−0.026	−0.007	−0.015
rno-miR-24-2*	0.002	−0.061	−0.037	−0.037	−0.045
rno-miR-25	−0.019	−0.012	0.013	−0.004	−0.006
rno-miR-26a	−0.003	−0.028	−0.005	−0.011	−0.006
rno-miR-26b	−0.012	−0.024	−0.010	−0.017	−0.008
rno-miR-26b*	−0.026	−0.014	0.020	−0.017	−0.006
rno-miR-27a	−0.017	−0.040	−0.023	−0.005	−0.032
rno-miR-27b	−0.005	−0.024	−0.026	0.004	−0.011
rno-miR-28	−0.021	−0.037	−0.019	−0.025	−0.027
rno-miR-28*	−0.016	−0.011	0.003	0.031	0.012
rno-miR-290	−0.076	−0.011	0.025	0.054	−0.011
rno-miR-290_v15.0	−0.043	0.028	0.050	0.061	−0.003
rno-miR-291a-5p	−0.021	0.008	0.011	0.074	0.032
rno-miR-292-5p	−0.031	0.025	0.016	0.063	−0.012
rno-miR-294	−0.015	−0.006	0.007	0.043	0.015
rno-miR-295	−0.017	−0.003	0.012	0.038	0.008
rno-miR-295_v15.0	−0.017	−0.003	0.011	0.038	0.008
rno-miR-296*	0.019	0.035	0.084	0.046	−0.016
rno-miR-298	0.006	0.043	0.039	0.042	0.007
rno-miR-2985	−0.015	−0.006	0.011	0.037	0.013
rno-miR-299	0.074	−0.029	−0.122	0.070	−0.017
rno-miR-299*	−0.011	0.001	0.002	0.037	0.018
rno-miR-29a	0.002	−0.012	0.002	−0.010	0.005
rno-miR-29a*	0.002	−0.019	−0.018	−0.040	−0.008
rno-miR-29b	0.003	0.009	0.005	−0.029	0.005
rno-miR-29b-1*	−0.015	−0.007	0.010	0.034	0.017
rno-miR-29b-2*	0.011	0.014	0.015	0.031	0.014
rno-miR-29c	0.004	−0.007	−0.012	−0.011	0.008
rno-miR-29c*	0.021	−0.019	−0.042	−0.023	0.004
rno-miR-300-3p	0.102	−0.001	−0.102	0.050	−0.048
rno-miR-300-5p	0.057	0.043	0.031	0.024	0.006
rno-miR-301a	0.000	−0.008	0.007	−0.054	−0.029
rno-miR-301b	−0.032	0.031	0.024	0.028	−0.034
rno-miR-3085	−0.015	−0.006	0.013	0.038	0.013
rno-miR-30a	−0.006	−0.039	−0.010	0.011	0.008
rno-miR-30a*	0.003	−0.053	−0.021	−0.018	−0.002
rno-miR-30b-3p	−0.025	−0.021	0.010	−0.002	−0.011
rno-miR-30b-5p	−0.013	−0.024	−0.009	−0.004	0.008
rno-miR-30c	−0.002	−0.035	−0.006	−0.006	−0.002
rno-miR-30c-1*	−0.006	−0.016	0.033	−0.002	−0.012
rno-miR-30c-2*	0.006	−0.037	−0.023	0.017	0.012
rno-miR-30d	−0.009	−0.026	0.003	0.012	0.005
rno-miR-30d*	−0.024	−0.006	0.017	−0.015	−0.010
rno-miR-30e	−0.014	−0.025	0.010	0.005	−0.015
rno-miR-30e*	0.001	−0.043	−0.001	−0.020	−0.020
rno-miR-31	−0.018	0.084	−0.078	−0.047	−0.028
rno-miR-31*	−0.043	0.055	−0.066	0.011	−0.044
rno-miR-32	−0.055	0.040	0.035	−0.049	−0.061
rno-miR-32*	−0.021	0.003	0.021	0.058	0.018
rno-miR-320	−0.003	−0.009	−0.021	0.007	−0.024
rno-miR-322	0.002	−0.082	−0.009	−0.033	0.003
rno-miR-322*	0.033	−0.125	−0.009	−0.034	0.020
rno-miR-323	0.091	0.058	0.028	0.004	0.001
rno-miR-324-3p	−0.004	−0.002	0.002	0.013	0.007
rno-miR-324-5p	0.014	−0.012	−0.012	−0.047	−0.013
rno-miR-325-3p	0.092	0.057	0.030	0.003	0.003
rno-miR-325-5p	0.044	0.036	0.023	0.019	0.016
rno-miR-326	0.022	0.025	0.009	−0.103	−0.048
rno-miR-326*	−0.015	−0.002	0.015	0.053	0.023
rno-miR-327	−0.079	0.063	0.018	0.066	−0.091
rno-miR-328a	0.023	−0.023	0.002	−0.041	−0.018
rno-miR-328a*	−0.050	0.046	0.027	0.102	−0.081
rno-miR-328b-3p	0.012	0.010	0.029	0.028	0.008
rno-miR-329	0.111	−0.007	−0.108	0.042	−0.037
rno-miR-33	−0.014	0.027	0.019	−0.046	−0.064
rno-miR-33*	0.008	0.046	0.038	−0.032	−0.048
rno-miR-330	0.019	0.013	0.026	0.028	0.010
rno-miR-330*	0.067	0.036	0.030	−0.026	0.010
rno-miR-331	0.016	−0.017	−0.007	−0.035	−0.011
rno-miR-331*	−0.025	−0.004	0.051	−0.016	0.004
rno-miR-335	0.068	−0.079	−0.002	−0.020	−0.038
rno-miR-337	0.081	−0.012	−0.092	0.066	−0.045
rno-miR-337*	0.070	0.003	−0.050	0.067	−0.029
rno-miR-338	0.060	−0.037	0.008	−0.037	−0.022
rno-miR-338*	0.052	0.020	0.039	0.018	−0.006
rno-miR-339-3p	−0.013	−0.010	0.021	0.002	0.004
rno-miR-339-5p	−0.014	−0.008	0.012	0.036	0.013
rno-miR-340-3p	0.032	−0.011	0.014	−0.083	0.016
rno-miR-340-5p	0.028	0.060	0.046	−0.109	0.011
rno-miR-341	0.095	0.041	−0.047	0.064	−0.033
rno-miR-342-3p	0.014	−0.016	0.036	−0.075	−0.016
rno-miR-342-5p	0.021	0.019	0.081	−0.079	0.027
rno-miR-344a-3p	0.083	0.056	0.036	0.009	0.008
rno-miR-344b-2-3p	0.019	0.020	0.022	0.029	0.019
rno-miR-344b-5p	0.023	0.026	0.020	0.029	0.021
rno-miR-345-3p	−0.024	0.016	0.018	0.072	0.006
rno-miR-345-5p	−0.003	−0.017	0.000	0.006	0.002
rno-miR-346	0.029	0.019	0.032	0.026	0.008
rno-miR-347	−0.045	0.011	0.015	0.039	−0.034
rno-miR-34a	0.023	−0.036	0.024	−0.007	0.027
rno-miR-34a*	0.022	0.000	0.039	−0.008	0.021
rno-miR-34b	0.032	−0.013	0.057	−0.110	0.122
rno-miR-34b*	−0.020	−0.014	0.020	−0.016	0.106
rno-miR-34b_v15.0	0.034	0.006	0.061	−0.121	0.129
rno-miR-34c	0.041	−0.003	0.066	−0.109	0.144
rno-miR-34c*	−0.018	−0.013	0.017	−0.003	0.066
rno-miR-350	0.034	−0.053	0.059	0.003	−0.004
rno-miR-351	−0.012	−0.016	0.006	0.011	0.013
rno-miR-351*	−0.024	0.002	0.042	0.039	0.025
rno-miR-352	0.005	−0.035	−0.014	−0.035	−0.021
rno-miR-3541	−0.015	−0.007	0.016	0.035	0.012
rno-miR-3544	−0.032	0.016	0.022	0.048	0.003
rno-miR-3545-3p	−0.019	−0.032	0.008	0.017	−0.003
rno-miR-3546	−0.018	0.004	0.021	0.081	0.035
rno-miR-3547	−0.032	0.012	0.020	0.052	−0.001
rno-miR-3549	−0.037	0.040	0.036	0.087	−0.012
rno-miR-3550	−0.015	−0.007	0.015	0.036	0.013
rno-miR-3551-3p	−0.016	−0.004	0.009	0.043	0.029
rno-miR-3554	−0.015	−0.004	0.012	0.046	0.019
rno-miR-3557-3p	−0.027	0.010	0.011	0.081	−0.004
rno-miR-3558-3p	−0.029	0.018	0.011	−0.029	0.081
rno-miR-3559-5p	−0.064	0.046	0.017	−0.067	−0.063
rno-miR-3562	−0.029	0.020	0.010	0.093	−0.011
rno-miR-3563-3p	0.001	0.007	−0.027	0.041	0.008
rno-miR-3563-5p	−0.009	−0.001	−0.001	0.037	0.013
rno-miR-3564	−0.059	0.061	0.006	0.087	−0.089
rno-miR-3568	−0.015	−0.005	0.011	0.038	0.013
rno-miR-3572	−0.015	−0.007	0.014	0.036	0.013
rno-miR-3573-3p	−0.017	−0.002	0.014	0.039	0.010
rno-miR-3573-5p	−0.016	−0.005	0.011	0.039	0.012
rno-miR-3580-3p	−0.032	−0.012	0.082	−0.014	0.080
rno-miR-3582	−0.031	0.019	0.035	0.058	0.013
rno-miR-3584-3p	−0.015	−0.007	0.015	0.036	0.013
rno-miR-3584-5p	−0.052	0.033	−0.006	0.084	0.027
rno-miR-3585-5p	−0.033	−0.039	0.041	−0.004	0.116
rno-miR-3588	0.003	−0.013	0.029	−0.001	0.057
rno-miR-3593-3p	−0.079	0.049	0.044	0.067	−0.074
rno-miR-3593-5p	−0.024	−0.006	0.060	0.001	−0.008
rno-miR-3594-5p	−0.021	0.005	0.013	0.042	−0.005
rno-miR-361	0.008	−0.015	0.013	−0.040	−0.032
rno-miR-361*	0.006	0.004	0.035	0.025	0.001
rno-miR-362	−0.041	−0.008	−0.016	0.001	−0.107
rno-miR-362*	−0.022	−0.025	−0.010	−0.018	−0.047
rno-miR-363	−0.037	−0.012	0.086	−0.060	0.002
rno-miR-363_v15.0	−0.043	0.002	0.081	−0.088	−0.012
rno-miR-365	−0.013	−0.046	−0.027	0.013	−0.009
rno-miR-369-3p	0.048	0.040	0.016	0.023	0.007
rno-miR-369-5p	0.105	0.011	−0.071	0.058	−0.040
rno-miR-370	0.032	0.055	0.010	0.116	−0.036
rno-miR-370_v15.0	−0.013	0.011	0.015	0.073	0.033
rno-miR-374	0.003	−0.024	−0.023	−0.061	−0.032
rno-miR-375	−0.070	0.162	−0.088	−0.002	0.099
rno-miR-376a	0.108	0.031	−0.067	0.005	−0.027
rno-miR-376a*	0.044	0.038	0.014	0.025	0.010
rno-miR-376b-3p	0.090	0.067	−0.020	0.002	0.006
rno-miR-376b-5p	0.078	0.021	−0.048	0.042	−0.021
rno-miR-376c	0.074	−0.006	−0.090	0.057	−0.042
rno-miR-377	−0.002	0.009	−0.006	0.037	0.014
rno-miR-377_v15.0	0.039	0.035	−0.012	0.033	0.007
rno-miR-378	−0.029	−0.040	−0.014	0.044	−0.057
rno-miR-378*	−0.031	−0.072	−0.030	0.031	−0.097
rno-miR-379	0.103	−0.007	−0.104	0.039	−0.021
rno-miR-379*	0.075	0.024	−0.022	0.029	−0.021
rno-miR-380	0.005	0.006	0.015	0.035	0.012
rno-miR-380*	0.082	0.053	0.027	0.008	−0.005
rno-miR-381	0.096	−0.003	−0.091	0.070	−0.050
rno-miR-381*	0.029	0.008	−0.009	0.052	−0.004
rno-miR-381_v15.0	−0.011	0.000	0.003	0.037	0.018
rno-miR-382	0.102	0.011	−0.074	0.041	−0.040
rno-miR-382*	0.071	0.053	0.007	0.018	−0.001
rno-miR-383	0.072	0.053	0.037	0.008	0.005
rno-miR-383_v15.0	0.065	0.051	0.043	0.020	0.006
rno-miR-384-3p	0.057	0.042	0.028	0.014	0.014
rno-miR-384-5p	0.112	0.065	0.023	−0.013	0.009
rno-miR-409-3p	−0.012	−0.002	0.011	0.036	0.013
rno-miR-409-5p	0.079	0.032	−0.016	0.047	−0.021
rno-miR-409-5p_v15.0	0.065	0.040	0.005	0.032	−0.004
rno-miR-410	0.111	0.022	−0.046	0.057	−0.035
rno-miR-411	0.090	0.005	−0.086	0.056	−0.040
rno-miR-411*	0.102	−0.009	−0.104	0.041	−0.037
rno-miR-412*	−0.003	0.001	0.016	0.035	0.016
rno-miR-421*	0.046	0.015	−0.003	−0.075	−0.004
rno-miR-423	−0.017	−0.012	0.023	0.028	0.011
rno-miR-423*	−0.016	−0.004	0.016	0.009	−0.016
rno-miR-425	−0.015	−0.003	0.020	−0.049	−0.029
rno-miR-425*	−0.015	−0.008	0.017	0.034	0.011
rno-miR-429	−0.122	0.146	−0.190	−0.041	0.071
rno-miR-431	0.075	0.031	−0.044	0.061	−0.019
rno-miR-433	0.101	0.049	0.013	0.027	−0.016
rno-miR-433*	0.067	0.041	0.027	0.020	−0.004
rno-miR-434	0.121	−0.021	−0.105	0.054	0.012
rno-miR-434*	0.087	0.036	−0.026	0.037	−0.017
rno-miR-448	0.014	0.010	0.023	0.028	0.010
rno-miR-448*	0.012	0.010	0.023	0.030	0.011
rno-miR-448_v15.0	−0.010	−0.004	0.011	0.036	0.015
rno-miR-449a	−0.045	−0.003	0.055	−0.057	0.073
rno-miR-449c-5p	−0.017	−0.010	0.005	0.017	0.021
rno-miR-450a	0.019	−0.103	−0.002	−0.036	0.031
rno-miR-450a*	−0.011	−0.007	0.009	0.037	0.011
rno-miR-450a_v15.0	−0.004	−0.119	−0.008	−0.025	−0.001
rno-miR-451	−0.034	−0.131	0.032	−0.025	−0.055
rno-miR-455	−0.017	−0.018	0.004	−0.015	−0.003
rno-miR-455*	0.021	−0.045	−0.007	−0.068	−0.059
rno-miR-463	−0.021	−0.007	0.030	0.029	0.099
rno-miR-463*	−0.015	−0.008	0.017	0.037	0.036
rno-miR-465	−0.015	−0.005	0.011	0.038	0.013
rno-miR-465*	−0.016	−0.008	0.022	0.037	0.047
rno-miR-466b	−0.033	0.018	0.024	0.043	−0.001
rno-miR-466b-1*	−0.015	−0.005	0.011	0.043	−0.011
rno-miR-466b-2*	−0.012	−0.010	0.075	0.001	−0.031
rno-miR-466c*	−0.018	−0.006	0.008	0.040	0.001
rno-miR-471	−0.023	−0.004	0.030	0.029	0.092
rno-miR-471*	−0.021	−0.007	0.029	0.030	0.094
rno-miR-483	0.008	−0.020	0.024	0.076	0.003
rno-miR-483*	−0.056	0.054	0.009	0.101	−0.121
rno-miR-484	−0.001	−0.015	−0.004	−0.034	−0.077
rno-miR-485	0.073	0.051	0.014	0.019	0.001
rno-miR-487b	0.107	0.008	−0.069	0.054	−0.047
rno-miR-487b_v15.0	0.070	0.056	0.013	0.027	−0.024
rno-miR-488	0.050	0.037	0.034	0.015	0.021
rno-miR-489	−0.008	−0.001	0.012	0.029	0.018
rno-miR-490	0.026	−0.036	0.028	0.008	0.033
rno-miR-490*	0.030	−0.013	0.030	0.020	0.028
rno-miR-493	−0.013	0.014	0.008	0.072	0.035
rno-miR-493*	−0.010	0.000	−0.004	0.040	0.016
rno-miR-494	−0.025	0.015	0.011	0.077	0.022
rno-miR-494_v15.0	−0.028	0.016	0.021	0.081	0.012
rno-miR-495	0.109	0.025	−0.054	0.054	−0.033
rno-miR-496	0.049	0.032	0.028	0.021	0.001
rno-miR-496_v15.0	0.077	0.048	0.015	0.012	−0.007
rno-miR-497	−0.005	−0.055	−0.010	−0.007	−0.001
rno-miR-499	0.017	−0.101	−0.048	−0.017	0.010
rno-miR-500	−0.014	−0.009	0.004	0.007	−0.006
rno-miR-501*	−0.015	−0.004	0.012	0.045	0.019
rno-miR-503	−0.003	−0.117	−0.011	−0.002	−0.019
rno-miR-505	0.002	−0.015	0.013	−0.051	−0.036
rno-miR-505*	0.029	0.010	0.027	−0.052	−0.009
rno-miR-511*	−0.040	−0.108	0.010	0.011	−0.004
rno-miR-532-3p	−0.005	−0.027	−0.008	−0.023	−0.040
rno-miR-532-5p	−0.014	−0.030	0.000	−0.013	−0.051
rno-miR-539	0.082	0.009	−0.054	0.060	−0.024
rno-miR-540	−0.011	0.000	0.005	0.037	0.019
rno-miR-540*	−0.012	−0.002	0.007	0.037	0.018
rno-miR-540_v15.0	−0.005	0.008	0.001	0.036	0.022
rno-miR-541	0.075	0.031	−0.023	0.042	−0.018
rno-miR-541*	−0.006	0.005	−0.008	0.040	0.014
rno-miR-542-3p	0.027	−0.114	0.017	−0.037	0.010
rno-miR-542-5p	0.040	−0.119	−0.002	−0.026	0.015
rno-miR-543*	0.092	0.052	0.006	0.019	−0.007
rno-miR-543_v15.0	0.033	0.027	0.020	0.025	0.009
rno-miR-547	−0.034	−0.033	0.037	−0.007	0.121
rno-miR-547*	−0.016	−0.008	0.025	0.039	0.052
rno-miR-547_v15.0	−0.018	−0.009	0.024	0.033	0.074
rno-miR-551b	0.091	0.061	0.037	−0.042	0.023
rno-miR-582	0.010	0.075	−0.050	−0.067	−0.048
rno-miR-582*	0.007	0.060	0.027	0.048	−0.014
rno-miR-592	0.038	0.031	0.025	0.022	0.014
rno-miR-598-3p	0.082	0.039	−0.022	−0.080	0.004
rno-miR-652	−0.009	−0.009	0.005	−0.023	0.008
rno-miR-652*	−0.034	0.005	0.009	0.053	0.004
rno-miR-653	−0.007	0.001	0.012	0.024	0.018
rno-miR-664	0.000	−0.008	0.007	0.010	0.007
rno-miR-664-1*	−0.041	0.036	0.012	0.037	−0.053
rno-miR-664-2*	0.016	0.012	0.018	0.035	0.008
rno-miR-665	0.019	0.023	0.013	0.029	0.016
rno-miR-665_v15.0	−0.004	0.011	−0.001	0.039	0.016
rno-miR-666	−0.017	0.007	0.023	0.080	0.036
rno-miR-666_v15.0	−0.018	0.005	0.020	0.069	0.026
rno-miR-667	0.052	0.060	0.014	0.031	−0.056
rno-miR-667*	−0.020	−0.001	0.005	0.046	−0.003
rno-miR-667_v15.0	0.029	0.023	0.029	0.024	0.011
rno-miR-668	−0.015	−0.007	0.014	0.036	0.013
rno-miR-671	−0.015	−0.007	0.014	0.036	0.013
rno-miR-672	0.026	0.071	−0.038	−0.056	0.178
rno-miR-674-3p	0.013	−0.023	−0.006	−0.035	−0.059
rno-miR-674-5p	0.019	−0.004	0.032	−0.033	−0.010
rno-miR-675*	−0.006	−0.063	−0.055	0.111	−0.029
rno-miR-678	−0.024	0.011	0.016	0.080	0.011
rno-miR-702-3p	−0.014	−0.006	0.011	0.036	0.013
rno-miR-708	−0.014	−0.007	0.008	0.040	0.014
rno-miR-711	−0.017	−0.003	0.011	0.038	0.008
rno-miR-741-3p	−0.026	−0.002	0.033	0.029	0.118
rno-miR-742	−0.026	−0.001	0.024	0.033	0.130
rno-miR-742*	−0.023	−0.002	0.025	0.034	0.112
rno-miR-743a	−0.025	−0.001	0.023	0.033	0.124
rno-miR-743a*	−0.019	−0.007	0.023	0.034	0.087
rno-miR-743b	−0.027	−0.001	0.026	0.032	0.147
rno-miR-743b*	−0.021	−0.005	0.024	0.036	0.102
rno-miR-758	0.070	0.050	0.033	0.014	0.004
rno-miR-760-3p	0.000	0.018	0.072	0.035	−0.017
rno-miR-760-5p	−0.021	0.010	0.017	0.074	0.023
rno-miR-764*	0.001	0.004	0.015	0.036	0.012
rno-miR-764_v15.0	0.016	0.012	0.025	0.028	0.010
rno-miR-770*	0.050	0.054	0.038	0.061	0.022
rno-miR-7a	0.007	0.051	0.038	−0.017	−0.006
rno-miR-7a-1*	0.000	0.014	−0.001	−0.032	−0.016
rno-miR-7a-2*	0.024	0.032	0.014	0.030	0.026
rno-miR-7b	0.047	0.100	0.068	−0.032	−0.033
rno-miR-802	−0.030	0.019	0.026	0.055	−0.018
rno-miR-802_v15.0	−0.038	0.041	0.030	0.059	−0.037
rno-miR-871*	−0.021	−0.007	0.029	0.030	0.096
rno-miR-871_v15.0	−0.017	−0.008	0.021	0.033	0.066
rno-miR-872	−0.009	−0.011	0.006	−0.041	−0.013
rno-miR-872*	−0.011	−0.001	0.025	−0.025	−0.015
rno-miR-873	0.043	0.034	0.045	0.010	0.005
rno-miR-874	0.017	0.032	0.059	0.008	0.026
rno-miR-877	−0.042	0.023	0.056	0.044	−0.031
rno-miR-878	−0.015	−0.008	0.016	0.037	0.036
rno-miR-880	−0.022	−0.007	0.028	0.029	0.097
rno-miR-881	−0.015	−0.008	0.022	0.039	0.039
rno-miR-881*	−0.018	−0.009	0.024	0.033	0.075
rno-miR-881_v15.0	−0.020	−0.010	0.029	0.030	0.098
rno-miR-883	−0.026	−0.001	0.025	0.034	0.133
rno-miR-883*	−0.023	0.003	0.034	0.060	0.123
rno-miR-9	0.109	0.026	0.025	−0.053	0.091
rno-miR-9*	0.117	0.044	0.028	−0.050	0.101
rno-miR-92a	−0.029	−0.011	0.036	−0.003	−0.015
rno-miR-92a-2*	−0.019	−0.009	0.033	0.029	0.003
rno-miR-92b	0.025	0.035	0.035	0.026	0.006
rno-miR-93	−0.018	−0.014	0.010	−0.040	−0.033
rno-miR-96	−0.060	0.132	−0.147	−0.079	0.024
rno-miR-96*	−0.012	−0.004	0.003	0.035	0.019
rno-miR-98	0.007	−0.015	−0.007	−0.024	−0.014
rno-miR-99a	0.019	−0.051	−0.021	0.005	0.055
rno-miR-99a*	0.033	−0.071	−0.050	−0.010	0.053
rno-miR-99b	0.024	−0.044	−0.022	−0.056	0.004
rno-miR-99b*	0.016	0.010	−0.002	0.021	0.006

**Table 4:** Summary of statistical parameters of miRNAs calculated in this study

**Probe ID**	**Min**	**25%**	**Med**	**75%**	**Max**	**P value of Shapiro-Wilk test with Bonferroni correction**	**Minimum cluster size by model-based clustering**
rno-let-7a	1046.42	6845.00	10232.27	13716.02	31554.59	8.52E-03	NaN
rno-let-7a-1*	0.17	6.19	9.34	12.50	32.73	1.08E-13	NaN
rno-let-7b	1989.44	4032.61	5945.58	8531.73	19369.52	1	NaN
rno-let-7b*	0.05	3.49	9.43	18.50	110.78	1.00E-08	NaN
rno-let-7c	1934.18	5813.99	8433.22	11790.22	28792.33	1.00E+00	NaN
rno-let-7c-1*	0.04	0.15	0.27	2.35	14.76	1.02E-07	NaN
rno-let-7d	218.80	2090.72	3021.18	4325.45	9045.13	3.86E-04	NaN
rno-let-7d*	0.15	6.63	11.02	17.19	51.65	1.71E-10	NaN
rno-let-7e	1.05	538.17	1224.57	1897.35	5184.52	4.55E-09	NaN
rno-let-7e*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-let-7f	590.94	6021.56	9451.42	12156.47	22912.60	1.21E-07	NaN
rno-let-7f-1*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-let-7f-2*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-let-7i	432.57	1570.24	3054.18	4569.44	8432.51	1.98E-03	NaN
rno-let-7i*	0.04	0.10	0.15	0.25	9.35	5.45E-04	NaN
rno-miR-1	0.04	0.59	28.12	1022.22	158531.73	3.63E-04	NaN
rno-miR-1*	0.04	0.13	0.27	3.76	84.42	2.15E-07	NaN
rno-miR-100	0.32	147.83	330.78	609.36	2208.20	8.61E-08	NaN
rno-miR-100*	0.04	0.10	0.15	0.25	2.49	1.00E+00	NaN
rno-miR-101a	92.73	216.13	364.40	521.12	1626.91	1.00E+00	NaN
rno-miR-101a*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-101b	0.69	132.64	170.04	238.46	3695.66	1.03E-14	6
rno-miR-101b*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-103	0.66	592.23	856.15	1066.14	1943.70	2.45E-20	NaN
rno-miR-103-1*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-103-2*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-105	0.04	0.10	0.15	0.25	6.54	1.05E-02	NaN
rno-miR-106b	1.05	189.31	292.88	433.68	2364.88	4.44E-07	NaN
rno-miR-106b*	0.04	0.11	0.17	0.30	28.20	4.10E-10	NaN
rno-miR-107	0.69	758.82	1049.45	1375.37	6350.00	2.12E-18	NaN
rno-miR-107*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-10a-3p	0.04	0.14	0.26	3.28	31.83	4.68E-09	NaN
rno-miR-10a-5p	0.08	107.73	813.28	1755.77	5844.59	1.32E-07	NaN
rno-miR-10b	0.04	67.78	405.06	1718.67	5033.55	1.89E-10	NaN
rno-miR-10b*	0.04	0.14	0.26	3.97	33.39	1.66E-08	NaN
rno-miR-1188-3p	0.05	6.21	14.55	25.71	119.77	1.56E-11	NaN
rno-miR-1188-5p	0.04	0.11	0.16	0.26	201.28	3.29E-15	8
rno-miR-1193-3p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-1193-5p	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-122	0.04	0.10	0.17	0.27	237948.69	1.83E-19	6
rno-miR-122*	0.04	0.10	0.15	0.25	6544.33	2.58E-20	6
rno-miR-1224	75.01	218.56	418.63	792.43	752897.90	4.84E-12	6
rno-miR-124	0.04	0.14	0.24	0.66	21435.00	1.80E-15	30
rno-miR-124*	0.04	0.13	0.20	0.32	35.59	7.23E-12	NaN
rno-miR-1249	0.04	0.12	0.25	14.28	413.90	5.82E-10	NaN
rno-miR-125a-3p	0.10	3.58	7.98	13.73	3683.65	6.08E-07	5
rno-miR-125a-5p	0.66	150.66	369.09	587.12	1078.25	1.32E-11	NaN
rno-miR-125b*	0.06	0.16	0.28	3.45	19.28	1.69E-08	NaN
rno-miR-125b-3p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-125b-5p	80.47	2268.48	4729.35	7736.27	33595.29	4.84E-06	NaN
rno-miR-126	95.16	533.36	1111.75	3040.94	10867.25	1.00E+00	NaN
rno-miR-126*	0.12	30.75	64.82	185.69	729.14	4.18E-10	NaN
rno-miR-127	0.06	0.33	35.30	270.18	2092.46	1.01E-07	NaN
rno-miR-127*	0.06	0.15	0.27	9.22	74.43	1.27E-11	NaN
rno-miR-128	0.66	61.76	110.78	493.04	10166.81	2.70E-06	12
rno-miR-128-1*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-128-2*	0.04	0.11	0.17	0.27	9.24	1.31E-09	NaN
rno-miR-129	0.04	0.14	0.23	0.64	794.15	1.55E-14	33
rno-miR-129-1*	0.06	7.83	13.37	31.37	2391.57	1.34E-05	NaN
rno-miR-129-2*	0.06	0.18	0.33	26.50	2838.37	5.43E-11	NaN
rno-miR-130a	1.05	422.65	754.01	1435.88	3143.45	1.50E-08	NaN
rno-miR-130a*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-130b	0.04	0.16	0.31	16.33	1214.23	2.34E-09	NaN
rno-miR-130b*	0.04	0.11	0.19	0.39	41.61	1.20E-10	NaN
rno-miR-132	0.06	0.17	0.27	8.36	1255.41	5.05E-12	30
rno-miR-132*	0.04	0.11	0.16	0.26	6.34	5.66E-06	NaN
rno-miR-133a	0.04	0.16	4.03	59.24	5011.82	3.26E-07	NaN
rno-miR-133a*	0.04	0.12	0.23	37.46	5935.05	1.58E-11	NaN
rno-miR-133b	0.18	33.24	188.85	2606.57	191928.27	0.023667643	NaN
rno-miR-133b*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-134	0.04	0.12	0.20	0.34	478.02	6.77E-13	31
rno-miR-134*	0.04	0.12	0.19	0.30	11.72	3.23E-11	NaN
rno-miR-135a	0.06	0.16	0.29	29.68	189.61	2.69E-11	NaN
rno-miR-135a*	0.04	0.12	0.18	0.29	31.84	6.93E-10	NaN
rno-miR-135b	0.06	0.15	0.27	21.71	277.53	3.49E-12	NaN
rno-miR-135b*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-136	0.06	0.25	21.91	121.71	650.14	3.47E-08	NaN
rno-miR-136*	0.06	0.18	0.39	50.11	296.84	2.19E-10	NaN
rno-miR-137	0.06	0.14	0.23	0.61	627.29	4.13E-14	27
rno-miR-137*	0.04	0.12	0.17	0.27	8.60	4.73E-10	NaN
rno-miR-138	0.06	0.16	0.27	9.34	302.15	2.48E-12	27
rno-miR-138-1*	0.04	0.10	0.15	0.25	1.61	1	NaN
rno-miR-138-2*	0.04	0.13	0.20	0.33	18.75	9.68E-13	NaN
rno-miR-139-3p	0.08	10.92	19.65	28.99	5126.95	5.10E-10	8
rno-miR-139-5p	0.04	6.03	15.07	28.62	311.08	5.65E-09	NaN
rno-miR-140	0.66	204.35	269.11	353.18	10030.81	2.24E-14	8
rno-miR-140*	0.66	140.24	207.53	291.22	11001.85	2.46E-12	8
rno-miR-141	0.04	0.20	60.09	901.04	8798.65	8.83E-10	NaN
rno-miR-141*	0.04	0.10	0.16	0.25	5.62	2.71E-05	NaN
rno-miR-142-3p	0.69	138.15	336.86	746.27	53948.66	1.09E-05	15
rno-miR-142-5p	0.04	0.25	20.19	70.80	5412.80	1.47E-05	NaN
rno-miR-143	84.82	1078.62	3009.63	6557.55	83261.41	1	NaN
rno-miR-143*	0.04	0.13	0.22	0.64	97.33	2.40E-11	NaN
rno-miR-144	0.04	0.12	0.20	0.64	3290.75	1.84E-12	6
rno-miR-144*	0.04	0.12	0.17	0.31	186.03	9.82E-14	22
rno-miR-145	0.05	19.09	66.42	129.77	3396.35	7.12E-05	NaN
rno-miR-145*	0.04	0.11	0.17	0.27	42.00	5.64E-14	NaN
rno-miR-146a	30.98	227.01	423.47	791.65	3351.58	0.19575736	NaN
rno-miR-146a*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-146b	0.49	62.61	93.85	132.40	537.37	4.71E-15	NaN
rno-miR-146b*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-147	0.04	0.11	0.17	0.30	32.55	2.17E-12	NaN
rno-miR-148b-3p	0.66	122.74	161.12	212.00	465.38	1.27E-18	NaN
rno-miR-148b-5p	0.04	0.12	0.18	0.28	4.78	4.06E-06	NaN
rno-miR-150	0.66	105.59	216.92	582.12	14086.78	3.94E-04	9
rno-miR-150*	0.04	0.15	0.37	18.79	495.74	1.23E-07	NaN
rno-miR-151	0.66	427.76	565.99	801.16	1599.04	1.46E-18	NaN
rno-miR-151*	0.04	0.13	0.21	0.43	8.31	1.26E-07	NaN
rno-miR-152	2.87	68.16	135.46	224.96	1138.08	4.77E-02	NaN
rno-miR-152*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-153	0.06	0.16	0.27	10.36	242.15	3.54E-11	18
rno-miR-153*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-154	0.06	0.23	10.01	67.91	453.98	2.33E-09	NaN
rno-miR-154*	0.06	0.14	0.23	0.64	268.89	4.88E-13	NaN
rno-miR-15b	32.42	689.50	946.72	1473.16	13923.56	0.001740291	15
rno-miR-15b*	0.04	0.13	0.25	1.05	25.81	1.48E-07	NaN
rno-miR-16	175.81	2288.05	3249.48	4493.43	16073.99	7.06E-04	NaN
rno-miR-16*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-17-1-3p	0.04	0.12	0.20	0.39	31.27	1.28E-09	NaN
rno-miR-17-2-3p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-17-5p	0.66	43.54	75.97	130.46	1399.39	0.009362903	NaN
rno-miR-181a	102.77	301.09	544.85	938.27	17649.29	0.08351972	NaN
rno-miR-181a-1*	0.05	0.34	10.53	29.86	1086.48	2.93E-06	3
rno-miR-181a-2*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-181b	0.33	49.48	93.90	144.48	2639.77	1.88E-10	5
rno-miR-181b-1*	0.04	0.10	0.15	0.25	104.73	6.56E-15	3
rno-miR-181b-2*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-181c	0.33	51.45	64.06	93.04	419.34	1.17E-15	NaN
rno-miR-181c*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-181d	0.28	29.56	40.93	54.59	264.35	7.58E-14	NaN
rno-miR-181d*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-182	0.04	0.22	7.37	28.07	405.23	2.45E-07	NaN
rno-miR-183	0.04	0.25	54.17	151.77	4643.37	1.23E-09	3
rno-miR-183*	0.04	0.11	0.20	0.33	50.48	6.73E-11	NaN
rno-miR-184	0.04	0.11	0.17	0.28	14536.44	3.84E-17	15
rno-miR-185	0.53	80.36	118.70	206.17	545.17	9.99E-11	NaN
rno-miR-185*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-186	74.90	119.75	153.84	208.21	385.44	1.00E+00	NaN
rno-miR-186*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-187	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-187*	0.04	0.10	0.15	0.25	32.01	3.91E-11	NaN
rno-miR-188	0.04	0.14	0.30	30.56	4285.67	1.18E-08	4
rno-miR-188*	0.04	0.11	0.17	0.28	95.27	1.09E-14	NaN
rno-miR-18a	0.05	0.27	6.44	28.29	665.88	1.01E-04	NaN
rno-miR-18a*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-190	0.05	0.13	0.22	0.56	29.40	5.69E-10	NaN
rno-miR-190*	0.04	0.11	0.17	0.28	11.36	1.44E-10	NaN
rno-miR-190b	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-190b*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-191	0.04	0.10	0.17	0.27	12.93	3.73E-10	NaN
rno-miR-191*	0.22	8.84	13.77	20.62	72.24	2.32E-12	NaN
rno-miR-1912-3p	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-1912-5p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-192	0.22	16.65	31.09	53.94	38627.58	1.33E-10	33
rno-miR-192*	0.04	0.10	0.20	0.34	371.98	1.25E-14	33
rno-miR-193	0.08	51.76	111.89	206.11	8566.40	1.73E-04	NaN
rno-miR-193*	0.04	0.13	0.27	6.03	219.24	1.86E-08	NaN
rno-miR-194	0.08	0.35	9.57	17.46	39188.27	2.97E-07	13
rno-miR-194*	0.04	0.10	0.20	0.34	82.50	2.96E-13	NaN
rno-miR-1949	0.05	20.69	57.74	147.83	1029.60	1.72E-08	NaN
rno-miR-195	1.05	327.86	776.76	1827.52	6119.92	4.34E-05	NaN
rno-miR-195*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-196a	0.04	0.14	0.27	61.40	890.40	2.17E-11	NaN
rno-miR-196a*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-196b	0.04	0.14	0.30	131.12	1359.48	1.56E-10	NaN
rno-miR-196b*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-196c	0.04	0.14	0.27	22.64	861.60	2.72E-09	NaN
rno-miR-196c*	0.04	0.11	0.19	0.31	405.68	8.47E-16	22
rno-miR-199a-3p	13.15	355.53	974.47	2118.58	9731.91	2.26E-02	NaN
rno-miR-199a-5p	0.04	85.46	215.36	436.09	3267.33	2.79E-10	NaN
rno-miR-19a	0.08	23.81	52.30	177.81	1593.88	1.24E-03	NaN
rno-miR-19a*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-19b	41.12	308.66	550.75	1267.64	7230.97	1	NaN
rno-miR-19b-1*	0.04	0.10	0.17	0.28	39.53	1.77E-13	NaN
rno-miR-19b-2*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-200a	0.04	0.21	219.88	2433.63	24103.62	3.47E-10	NaN
rno-miR-200a*	0.04	0.11	0.21	0.61	66.60	6.01E-12	NaN
rno-miR-200b	0.04	0.21	324.56	3718.40	40718.36	2.73E-10	NaN
rno-miR-200b*	0.04	0.15	0.35	47.52	408.48	3.62E-09	NaN
rno-miR-200c	0.04	0.17	4.11	238.36	1678.72	5.31E-10	NaN
rno-miR-200c*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-200c_v15.0	0.04	0.30	268.55	4255.80	22974.50	2.91E-08	NaN
rno-miR-201	0.04	0.11	0.17	0.28	435.09	3.43E-15	16
rno-miR-201*	0.04	0.10	0.16	0.27	34.83	6.54E-12	NaN
rno-miR-201_v15.0	0.04	0.11	0.17	0.28	288.72	2.79E-14	16
rno-miR-202	0.04	0.10	0.15	0.25	5.64	0.02992306	NaN
rno-miR-202*	0.04	0.13	0.26	7.74	316.00	4.91E-09	7
rno-miR-202_v15.0	0.04	0.10	0.15	0.25	71.39	1.97E-13	NaN
rno-miR-203	0.04	0.32	38.31	263.16	16980.79	5.63E-04	NaN
rno-miR-203*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-204	0.22	71.23	196.05	545.70	16085.60	5.68E-05	NaN
rno-miR-204*	0.04	0.13	0.21	0.34	41.27	2.17E-10	NaN
rno-miR-205	0.04	0.22	11.18	278.55	2563.11	1.05E-07	NaN
rno-miR-205_v15.0	0.04	0.23	21.09	401.87	6690.92	5.51E-07	NaN
rno-miR-206	0.04	0.12	0.23	8.49	28471.33	2.52E-13	19
rno-miR-206*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-207	0.04	0.10	0.15	0.25	24.12	8.93E-07	NaN
rno-miR-207_v15.0	0.04	0.10	0.15	0.25	16.73	1.10E-05	NaN
rno-miR-208	0.04	0.10	0.15	0.27	101.96	1.75E-16	12
rno-miR-208*	0.04	0.10	0.15	0.27	85.59	4.71E-16	NaN
rno-miR-208_v15.0	0.04	0.10	0.15	0.27	939.09	1.21E-18	12
rno-miR-208b-3p	0.04	0.10	0.15	0.25	53.09	6.48E-09	NaN
rno-miR-208b-5p	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-20a	0.66	152.50	272.69	524.16	4352.14	2.59E-06	NaN
rno-miR-20a*	0.04	0.16	0.33	4.81	64.68	1.10E-05	NaN
rno-miR-20b-3p	0.04	0.10	0.16	0.26	6.98	5.95E-07	NaN
rno-miR-20b-5p	0.66	81.30	145.67	272.59	2663.03	1.40E-04	NaN
rno-miR-20b-5p_v15.0	0.04	0.12	0.18	0.31	323.96	1.04E-13	24
rno-miR-21	373.94	2398.23	5423.12	13183.28	81002.91	1	NaN
rno-miR-21*	0.04	0.11	0.18	0.30	28.43	1.38E-10	NaN
rno-miR-210	0.23	31.30	60.01	124.81	449.33	5.74E-11	NaN
rno-miR-210*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-211	0.07	0.17	0.29	3.64	3010.04	8.88E-10	3
rno-miR-211*	0.04	0.16	0.50	27.16	865.84	1.87E-07	NaN
rno-miR-212	0.06	0.25	8.51	21.78	243.00	5.49E-08	NaN
rno-miR-212*	0.04	0.11	0.17	0.27	7.29	2.12E-10	NaN
rno-miR-214	0.06	89.62	201.93	441.91	3191.01	1.83E-09	NaN
rno-miR-214*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-215	0.04	0.10	0.19	0.32	50159.24	2.32E-17	17
rno-miR-215_v15.0	0.04	0.10	0.19	0.33	83077.24	3.33E-17	17
rno-miR-216a	0.04	0.11	0.16	0.26	2713.17	2.88E-18	7
rno-miR-216a*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-216b-3p	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-216b-5p	0.04	0.11	0.16	0.25	317.72	1.03E-16	6
rno-miR-217	0.04	0.11	0.16	0.25	1731.97	3.17E-18	5
rno-miR-217*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-217_v15.0	0.04	0.10	0.15	0.25	263.55	8.28E-17	3
rno-miR-218	0.09	34.91	72.44	239.79	1898.88	2.47E-10	NaN
rno-miR-218-1*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-218-2*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-219-1-3p	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-219-2-3p	0.04	0.13	0.20	0.34	1914.99	7.96E-17	27
rno-miR-219-5p	0.08	0.30	12.75	38.46	2717.50	1.69E-05	NaN
rno-miR-22	843.43	2160.93	4330.57	9292.37	32360.32	3.67E-03	NaN
rno-miR-22*	0.11	31.42	48.56	104.38	342.60	3.44E-12	NaN
rno-miR-220_v15.0	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-221	0.27	75.38	134.42	228.59	954.62	1.21E-11	NaN
rno-miR-221*	0.05	0.11	0.17	0.27	10.91	4.55E-10	NaN
rno-miR-222	0.05	0.63	19.31	48.50	282.61	2.98E-09	NaN
rno-miR-222*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-223	23.93	187.66	299.18	467.34	5118.20	0.50673044	NaN
rno-miR-223*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-224	0.04	0.11	0.17	0.27	8.53	1.57E-08	NaN
rno-miR-224*	0.04	0.10	0.16	0.26	7.23	2.50E-06	NaN
rno-miR-224_v15.0	0.04	0.15	2.06	50.02	316.76	2.65E-09	NaN
rno-miR-23a	518.56	2297.45	4144.09	10485.93	22126.41	2.84E-02	NaN
rno-miR-23a*	0.04	0.11	0.18	0.30	20.47	6.75E-10	NaN
rno-miR-23b	199.38	2860.93	4452.26	7512.34	31341.74	0.39951342	NaN
rno-miR-23b*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-24	338.79	1692.48	2632.61	5498.91	17408.16	1	NaN
rno-miR-24-1*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-24-2*	0.22	11.68	23.87	60.70	222.18	4.96E-09	NaN
rno-miR-25	55.71	282.96	364.47	431.25	2319.58	1.76E-05	15
rno-miR-25*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-26a	903.59	3240.30	5775.75	7505.45	15300.83	0.022537716	NaN
rno-miR-26a*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-26b	257.77	1580.83	2622.57	3702.03	7388.00	1.27E-04	NaN
rno-miR-26b*	0.04	0.13	0.21	0.38	8.68	9.15E-08	NaN
rno-miR-27a	241.69	1051.70	2023.35	4124.49	9816.97	3.44E-02	NaN
rno-miR-27a*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-27b	365.23	1234.89	1993.22	3007.14	10523.20	1.00E+00	NaN
rno-miR-27b*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-28	0.66	81.12	152.59	231.23	773.62	5.23E-10	NaN
rno-miR-28*	0.04	0.11	0.17	0.27	12.45	1.41E-06	NaN
rno-miR-290	0.04	8.40	26.93	58.80	504.09	4.67E-11	NaN
rno-miR-290_v15.0	0.04	0.11	0.19	0.38	222.56	1.52E-12	34
rno-miR-291a-3p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-291a-5p	0.04	0.10	0.15	0.26	315.16	1.37E-15	9
rno-miR-291b	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-292-3p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-292-5p	0.04	0.10	0.17	0.28	124.35	1.43E-12	16
rno-miR-293	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-293*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-293_v15.0	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-294	0.04	0.10	0.15	0.25	7.42	2.86E-04	NaN
rno-miR-295	0.04	0.10	0.15	0.25	11.27	6.85E-06	NaN
rno-miR-295*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-295_v15.0	0.04	0.10	0.15	0.25	10.05	1.21E-05	NaN
rno-miR-296	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-296*	0.06	0.27	6.26	12.46	275.70	1.49E-06	NaN
rno-miR-2964	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-297	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-298	0.04	0.16	0.35	3.77	50.88	1.32E-06	NaN
rno-miR-298*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-2985	14.52	36.11	57.58	92.83	334.21	1	NaN
rno-miR-299	0.06	0.22	8.07	35.75	580.29	5.12E-08	NaN
rno-miR-299*	0.04	0.11	0.16	0.25	3.07	9.76E-03	NaN
rno-miR-29a	1385.37	2855.73	4038.49	5158.04	10243.52	1.00E+00	NaN
rno-miR-29a*	0.06	3.80	6.14	8.75	18.16	3.41E-12	NaN
rno-miR-29b	564.99	1824.15	3005.00	4352.34	8235.58	0.032288026	NaN
rno-miR-29b-1*	0.04	0.10	0.15	0.25	1.21	1	NaN
rno-miR-29b-2*	0.04	0.12	0.18	0.28	2.23	3.68E-06	NaN
rno-miR-29c	279.41	1177.41	1809.01	2455.62	4203.73	0.003115777	NaN
rno-miR-29c*	0.18	33.60	69.00	111.90	213.56	5.27E-15	NaN
rno-miR-300-3p	0.06	0.23	9.86	98.29	382.83	4.95E-09	NaN
rno-miR-300-5p	0.06	0.14	0.21	0.38	24.50	2.47E-13	NaN
rno-miR-301a	0.64	76.14	106.91	138.00	502.36	1.37E-14	NaN
rno-miR-301a*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-301b	0.04	0.11	0.19	0.31	31.81	5.67E-11	NaN
rno-miR-301b*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-3065-3p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-3065-5p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-3074	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3085	12.49	34.09	55.18	91.03	365.92	1	NaN
rno-miR-30a	241.54	533.22	992.92	2045.90	4579.74	2.48E-03	NaN
rno-miR-30a*	0.66	74.42	123.14	262.67	1047.27	6.97E-08	NaN
rno-miR-30b-3p	0.05	4.34	8.75	14.23	43.12	2.56E-11	NaN
rno-miR-30b-5p	117.83	636.72	948.75	1587.02	3418.97	0.28570926	NaN
rno-miR-30c	185.38	750.98	1126.84	1926.20	6611.22	8.33E-01	NaN
rno-miR-30c-1*	0.08	2.58	5.19	8.80	117.18	3.43E-04	NaN
rno-miR-30c-2*	0.11	13.16	22.62	50.80	109.04	4.15E-12	NaN
rno-miR-30d	205.44	412.59	599.76	913.21	2167.96	1.00E+00	NaN
rno-miR-30d*	0.04	0.13	0.24	1.65	12.27	1.46E-07	NaN
rno-miR-30e	195.39	376.31	612.28	1142.90	3760.12	1.01E-01	NaN
rno-miR-30e*	0.66	114.11	153.97	247.02	973.51	2.41E-13	NaN
rno-miR-31	0.07	0.28	20.69	99.53	1923.98	1.32E-06	NaN
rno-miR-31*	0.05	0.17	0.35	19.20	485.65	2.97E-08	NaN
rno-miR-3120	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-32	0.04	0.16	0.35	7.33	65.21	4.94E-07	NaN
rno-miR-32*	0.04	0.10	0.16	0.25	111.41	8.65E-15	6
rno-miR-320	0.22	38.41	54.77	82.60	326.09	2.30E-13	NaN
rno-miR-320*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-322	0.66	96.72	204.54	559.02	4215.70	6.98E-03	NaN
rno-miR-322*	0.05	0.46	13.59	47.27	424.21	5.56E-08	NaN
rno-miR-323	0.06	0.14	0.23	0.61	145.83	4.96E-14	NaN
rno-miR-323*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-324-3p	97.09	153.53	190.21	228.06	567.56	0.9403239	NaN
rno-miR-324-5p	0.53	84.47	111.33	172.01	479.90	1.01E-15	NaN
rno-miR-325-3p	0.04	0.14	0.23	0.56	145.62	1.36E-14	33
rno-miR-325-5p	0.04	0.13	0.21	0.37	11.82	3.27E-11	NaN
rno-miR-326	0.13	15.71	32.45	58.49	253.35	5.62E-10	NaN
rno-miR-326*	0.04	0.10	0.15	0.25	62.22	2.56E-12	NaN
rno-miR-327	0.04	0.17	0.36	47.16	8657.61	5.35E-08	5
rno-miR-328a	0.66	58.14	95.08	157.00	571.77	3.52E-11	NaN
rno-miR-328a*	0.05	0.19	4.68	25.25	6184.15	7.92E-06	3
rno-miR-328b-3p	0.04	0.12	0.17	0.28	22.52	5.67E-10	NaN
rno-miR-329	0.06	0.23	10.54	154.81	569.60	2.72E-09	NaN
rno-miR-329*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-33	0.19	9.19	13.67	28.96	218.33	2.37E-07	NaN
rno-miR-33*	0.08	0.19	0.33	3.43	17.94	4.43E-08	NaN
rno-miR-330	0.04	0.12	0.19	0.30	4.33	1.75E-08	NaN
rno-miR-330*	0.07	0.15	0.25	2.24	104.32	2.27E-12	26
rno-miR-331	0.66	77.60	106.87	168.48	439.70	8.64E-15	NaN
rno-miR-331*	0.04	0.12	0.19	0.36	255.54	1.10E-13	29
rno-miR-335	0.09	7.13	58.89	148.06	2165.22	1.19E-08	NaN
rno-miR-336	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-336*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-337	0.06	0.19	0.50	22.14	193.43	2.32E-09	NaN
rno-miR-337*	0.06	0.15	0.27	10.81	101.89	7.08E-11	NaN
rno-miR-338	0.12	60.04	121.47	387.67	9238.49	8.28E-07	NaN
rno-miR-338*	0.04	0.13	0.21	0.38	31.56	1.34E-12	NaN
rno-miR-339-3p	0.04	0.12	0.21	0.38	9.32	1.05E-07	NaN
rno-miR-339-5p	0.04	0.10	0.15	0.25	2.24	1.00E+00	NaN
rno-miR-340-3p	0.13	9.41	18.28	30.28	125.05	1.27E-11	NaN
rno-miR-340-5p	0.13	0.28	16.95	41.46	104.19	7.08E-11	NaN
rno-miR-341	0.06	0.17	0.32	26.55	301.99	1.88E-10	NaN
rno-miR-342-3p	0.32	84.38	129.62	318.07	3113.84	1.90E-08	12
rno-miR-342-5p	0.07	0.20	0.53	5.99	107.70	3.94E-07	12
rno-miR-343	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-344a	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-344a-3p	0.04	0.14	0.22	0.49	172.03	2.61E-14	35
rno-miR-344a-5p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-344b-2-3p	0.04	0.12	0.17	0.28	18.80	2.40E-12	NaN
rno-miR-344b-5p	0.04	0.12	0.17	0.28	39.41	8.40E-14	NaN
rno-miR-345-3p	0.04	0.11	0.17	0.27	178.55	3.62E-13	16
rno-miR-345-5p	37.05	113.77	154.58	207.68	483.57	1.00E+00	NaN
rno-miR-346	0.04	0.13	0.19	0.31	8.74	4.32E-10	NaN
rno-miR-347	0.05	4.71	13.69	23.74	284.87	2.47E-08	NaN
rno-miR-349	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-34a	30.20	215.22	441.72	915.14	5711.36	1	NaN
rno-miR-34a*	0.04	0.13	0.20	0.34	29.61	1.44E-12	NaN
rno-miR-34b	0.09	0.30	9.52	25.97	12120.03	2.57E-05	16
rno-miR-34b*	0.04	0.12	0.18	0.29	526.82	4.11E-15	16
rno-miR-34b_v15.0	0.09	0.27	9.26	36.52	18265.09	6.74E-06	15
rno-miR-34c	0.09	0.21	6.94	24.07	13443.18	7.45E-07	15
rno-miR-34c*	0.04	0.12	0.17	0.28	52.00	1.74E-12	NaN
rno-miR-350	0.08	0.25	3.36	7.25	14.86	2.88E-09	NaN
rno-miR-351	0.04	0.11	0.17	0.27	48.60	1.77E-11	NaN
rno-miR-351*	0.04	0.10	0.16	0.27	40.56	1.90E-13	NaN
rno-miR-352	0.66	108.90	154.39	230.93	662.42	8.53E-15	NaN
rno-miR-3541	0.04	0.10	0.15	0.25	78.79	6.81E-10	NaN
rno-miR-3542	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3543	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-3544	0.04	0.12	0.21	2.24	136.81	6.04E-10	NaN
rno-miR-3545-3p	0.04	0.10	0.18	0.30	124.42	3.07E-14	18
rno-miR-3545-5p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-3546	0.04	0.10	0.15	0.25	360.25	1.81E-17	5
rno-miR-3547	0.04	0.15	2.01	8.62	179.58	1.15E-07	NaN
rno-miR-3548	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3549	0.04	0.13	0.29	11.77	293.89	2.55E-08	6
rno-miR-3550	0.04	0.10	0.15	0.25	24.91	7.21E-07	NaN
rno-miR-3551-3p	0.04	0.10	0.15	0.25	47.13	2.17E-11	NaN
rno-miR-3551-5p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-3552	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3553	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3554	0.04	0.10	0.15	0.25	35.86	4.18E-08	NaN
rno-miR-3555	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3556a	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3556b	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3557-3p	0.04	0.10	0.17	0.27	115.08	3.94E-14	16
rno-miR-3557-5p	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3558-3p	0.04	0.15	0.35	33.13	536.17	7.91E-09	NaN
rno-miR-3558-5p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-3559-3p	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3559-5p	0.04	0.24	8.80	35.48	218.12	3.02E-07	NaN
rno-miR-3560	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3561-3p	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3561-5p	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3562	0.04	0.11	0.19	0.34	171.89	1.37E-12	33
rno-miR-3563-3p	0.04	0.11	0.17	0.28	31.40	8.41E-14	NaN
rno-miR-3563-5p	0.04	0.11	0.17	0.27	4.68	1.68E-05	NaN
rno-miR-3564	0.04	0.11	0.21	0.49	694.83	1.89E-13	37
rno-miR-3565	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-3566	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3567	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3568	0.04	0.10	0.15	0.25	5.97	2.05E-02	NaN
rno-miR-3569	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3570	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3571	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-3572	0.04	0.10	0.15	0.25	7.48	0.003819167	NaN
rno-miR-3573-3p	6.44	16.68	26.78	42.66	262.95	1	NaN
rno-miR-3573-5p	0.04	0.10	0.15	0.25	20.68	2.58E-06	NaN
rno-miR-3574	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-3575	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3576	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3577	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3578	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3579	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3580-3p	0.04	0.12	0.19	0.34	1014.44	1.90E-14	28
rno-miR-3580-5p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-3581	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3582	0.04	0.10	0.17	0.28	107.42	4.72E-14	16
rno-miR-3583-3p	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3583-5p	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3584-3p	0.04	0.10	0.15	0.25	25.37	6.39E-07	NaN
rno-miR-3584-5p	0.05	18.94	45.51	170.77	167704.17	6.16E-04	17
rno-miR-3585-3p	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3585-5p	0.04	0.11	0.18	0.38	498.76	1.18E-12	31
rno-miR-3586-3p	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3586-5p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-3587	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-3588	0.08	34.71	94.50	161.39	1283.51	2.39E-12	NaN
rno-miR-3589	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-3590-3p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-3590-5p	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3591	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-3592	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3593-3p	0.04	0.13	0.31	29.77	809.20	1.68E-09	NaN
rno-miR-3593-5p	0.04	0.11	0.17	0.30	132.07	2.72E-14	20
rno-miR-3594-3p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-3594-5p	0.04	0.10	0.16	0.26	37.19	1.53E-11	NaN
rno-miR-3595	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3596a	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-3596b	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-3596c	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3596d	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-3597-3p	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-3597-5p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-361	0.66	92.90	129.77	160.59	517.80	1.99E-14	NaN
rno-miR-361*	0.04	0.12	0.17	0.28	7.86	2.17E-09	NaN
rno-miR-362	0.04	0.27	4.90	12.77	46.66	4.36E-07	NaN
rno-miR-362*	0.28	25.38	45.62	75.92	180.15	8.85E-11	NaN
rno-miR-363	0.04	0.13	0.25	5.11	373.45	3.50E-10	18
rno-miR-363*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-363_v15.0	0.04	0.15	0.30	13.32	759.81	1.92E-08	19
rno-miR-365	45.52	142.17	393.00	631.97	7466.02	1.00E+00	NaN
rno-miR-365*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-369-3p	0.06	0.13	0.21	0.34	30.60	3.15E-13	NaN
rno-miR-369-5p	0.06	0.18	0.39	46.37	238.33	2.53E-10	NaN
rno-miR-370	0.06	0.16	0.30	11.38	6400.64	2.71E-09	3
rno-miR-370*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-370_v15.0	0.04	0.11	0.16	0.26	425.72	3.95E-16	3
rno-miR-374	0.12	3.35	6.66	10.15	42.00	2.00E-09	NaN
rno-miR-374*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-375	0.04	0.17	0.57	435.36	5547.82	4.68E-10	NaN
rno-miR-375*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-376a	0.06	0.21	0.54	37.42	535.99	5.48E-09	NaN
rno-miR-376a*	0.06	0.13	0.21	0.38	14.63	1.33E-11	NaN
rno-miR-376b-3p	0.06	0.15	0.25	12.15	338.83	1.56E-12	NaN
rno-miR-376b-5p	0.06	0.17	0.32	9.17	65.89	2.31E-09	NaN
rno-miR-376c	0.06	0.19	0.39	19.64	286.94	8.13E-09	NaN
rno-miR-376c*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-377	0.05	0.11	0.17	0.27	14.26	9.50E-12	NaN
rno-miR-377*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-377_v15.0	0.06	0.13	0.21	0.39	62.78	2.41E-12	NaN
rno-miR-378	28.04	157.43	388.76	1103.04	12683.83	1.00E+00	NaN
rno-miR-378*	0.06	22.50	60.38	211.05	1932.92	3.46E-05	NaN
rno-miR-379	0.06	0.24	11.27	103.85	449.41	2.43E-09	NaN
rno-miR-379*	0.06	0.16	0.28	6.91	37.43	1.11E-10	NaN
rno-miR-380	0.04	0.12	0.17	0.27	66.00	6.69E-09	NaN
rno-miR-380*	0.06	0.14	0.23	0.53	139.53	4.20E-14	37
rno-miR-381	0.06	0.18	0.35	50.14	385.12	4.22E-11	NaN
rno-miR-381*	0.06	0.13	0.21	0.39	25.86	9.19E-11	NaN
rno-miR-381_v15.0	0.04	0.11	0.16	0.25	1.94	1.12E-01	NaN
rno-miR-382	0.06	0.20	0.57	29.66	229.16	2.96E-09	NaN
rno-miR-382*	0.06	0.14	0.23	0.54	79.77	1.12E-13	NaN
rno-miR-383	0.04	0.14	0.22	0.39	186.17	1.51E-14	32
rno-miR-383*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-383_v15.0	0.04	0.13	0.21	0.37	128.08	1.93E-14	31
rno-miR-384-3p	0.04	0.13	0.22	0.39	30.03	1.75E-12	NaN
rno-miR-384-5p	0.06	0.15	0.25	8.71	703.42	4.20E-14	33
rno-miR-409-3p	11.14	32.35	48.29	76.19	283.30	1.00E+00	NaN
rno-miR-409-5p	0.06	0.15	0.25	11.91	111.01	1.74E-12	NaN
rno-miR-409-5p_v15.0	0.06	0.14	0.23	0.66	43.44	5.91E-12	NaN
rno-miR-410	0.06	0.17	0.30	47.07	403.41	3.88E-11	NaN
rno-miR-410*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-411	0.06	0.18	0.37	40.19	150.32	1.46E-10	NaN
rno-miR-411*	0.06	0.22	7.05	106.44	329.22	3.37E-10	NaN
rno-miR-412	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-412*	0.04	0.11	0.16	0.26	3.90	2.99E-06	NaN
rno-miR-421	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-421*	0.10	0.22	0.54	9.87	29.73	2.98E-10	NaN
rno-miR-423	0.04	0.11	0.16	0.26	40.50	1.18E-10	NaN
rno-miR-423*	0.38	17.65	27.47	39.71	298.32	1.28E-08	NaN
rno-miR-425	0.64	43.33	68.48	108.07	440.43	8.54E-11	NaN
rno-miR-425*	0.04	0.10	0.15	0.25	18.44	3.79E-06	NaN
rno-miR-429	0.04	0.21	123.53	1486.43	10686.49	1.94E-10	NaN
rno-miR-431	0.06	0.15	0.27	11.74	300.11	1.54E-10	10
rno-miR-433	0.06	0.14	0.25	8.71	249.28	2.37E-13	32
rno-miR-433*	0.06	0.14	0.22	0.49	44.11	1.90E-13	NaN
rno-miR-434	0.06	0.27	35.25	337.29	1430.38	1.32E-08	NaN
rno-miR-434*	0.06	0.15	0.27	12.25	93.55	1.25E-11	NaN
rno-miR-448	0.04	0.12	0.17	0.28	15.59	3.59E-10	NaN
rno-miR-448*	0.04	0.12	0.17	0.27	7.93	2.58E-10	NaN
rno-miR-448_v15.0	0.04	0.10	0.15	0.25	7.45	0.001404246	NaN
rno-miR-449a	0.04	0.13	0.24	0.88	5573.39	3.00E-12	15
rno-miR-449a*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-449c-3p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-449c-5p	0.04	0.11	0.17	0.27	4.92	5.17E-05	NaN
rno-miR-450a	0.12	14.61	38.98	96.74	1039.39	1.31E-09	NaN
rno-miR-450a*	0.04	0.10	0.15	0.25	10.05	5.28E-07	NaN
rno-miR-450a_v15.0	0.04	0.17	0.67	21.04	255.90	8.70E-08	NaN
rno-miR-451	0.04	8.96	65.30	276.08	36495.07	7.24E-02	NaN
rno-miR-451*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-455	0.04	0.12	0.20	0.34	92.19	9.07E-13	NaN
rno-miR-455*	0.12	11.45	26.24	57.54	1000.44	1.26E-09	NaN
rno-miR-463	0.04	0.10	0.16	0.27	785.95	9.62E-18	7
rno-miR-463*	0.04	0.10	0.15	0.25	12.26	9.11E-08	NaN
rno-miR-465	0.04	0.10	0.15	0.25	5.71	0.028226383	NaN
rno-miR-465*	0.04	0.10	0.15	0.26	25.14	6.67E-11	NaN
rno-miR-466b	0.05	6.11	13.57	23.81	2351.78	8.53E-07	9
rno-miR-466b-1*	7.99	35.75	63.40	118.92	440.03	1.00E+00	NaN
rno-miR-466b-2*	0.04	0.21	3.86	17.00	199.69	5.04E-07	NaN
rno-miR-466c	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-466c*	0.04	0.10	0.16	0.26	17.99	8.57E-11	NaN
rno-miR-466d	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-471	0.04	0.10	0.16	0.27	761.81	2.91E-17	8
rno-miR-471*	0.04	0.10	0.16	0.27	661.55	2.90E-17	7
rno-miR-483	0.04	3.19	10.82	19.88	152.51	1.43E-09	NaN
rno-miR-483*	0.05	0.20	4.16	26.93	2233.57	1.32E-04	NaN
rno-miR-484	0.10	9.28	14.34	17.90	86.14	9.32E-14	NaN
rno-miR-485	0.06	0.14	0.23	0.61	47.93	3.87E-13	NaN
rno-miR-485*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-487b	0.06	0.19	0.50	47.18	393.01	1.04E-09	NaN
rno-miR-487b*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-487b_v15.0	0.06	0.15	0.25	5.11	65.72	2.52E-11	NaN
rno-miR-488	0.04	0.13	0.21	0.37	19.70	1.75E-12	NaN
rno-miR-488*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-489	0.04	0.11	0.16	0.27	5.70	3.44E-08	NaN
rno-miR-489*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-490	0.04	0.13	0.22	1.41	162.94	3.22E-12	21
rno-miR-490*	0.04	0.14	0.23	5.55	85.26	1.42E-11	NaN
rno-miR-493	0.04	0.11	0.16	0.26	362.36	3.50E-16	7
rno-miR-493*	0.04	0.11	0.16	0.26	7.96	3.40E-08	NaN
rno-miR-494	17.53	83.14	134.14	246.16	60962.48	1.38E-10	11
rno-miR-494*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-494_v15.0	22.42	117.53	205.23	352.73	170953.80	3.27E-11	10
rno-miR-495	0.06	0.17	0.32	38.19	304.66	9.24E-11	NaN
rno-miR-496	0.06	0.13	0.21	0.36	15.30	1.43E-12	NaN
rno-miR-496*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-496_v15.0	0.06	0.14	0.23	0.64	52.92	2.24E-13	NaN
rno-miR-497	69.62	295.98	658.38	1389.89	4721.54	4.95E-01	NaN
rno-miR-497*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-499	0.11	8.57	17.70	43.21	2232.83	4.08E-05	18
rno-miR-499*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-500	30.07	114.63	159.30	231.00	1074.50	2.69E-01	NaN
rno-miR-500*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-501	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-501*	0.04	0.10	0.15	0.25	37.84	3.05E-08	NaN
rno-miR-501_v15.0	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-503	0.04	0.15	0.45	16.94	71.56	1.01E-08	NaN
rno-miR-503*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-504	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-505	0.24	8.82	12.64	18.64	36.73	3.38E-14	NaN
rno-miR-505*	0.07	0.19	0.33	6.97	13.07	1.27E-10	NaN
rno-miR-511	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-511*	0.04	0.27	18.10	36.97	164.31	1.17E-09	NaN
rno-miR-511_v15.0	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-532-3p	0.30	11.76	18.01	25.98	104.57	4.05E-11	NaN
rno-miR-532-5p	0.38	24.22	46.55	63.28	220.53	8.85E-09	NaN
rno-miR-539	0.06	0.17	0.35	13.34	68.50	2.92E-09	NaN
rno-miR-539*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-540	0.04	0.10	0.15	0.25	4.26	1.09E-03	NaN
rno-miR-540*	0.04	0.10	0.15	0.25	1.15	1.00E+00	NaN
rno-miR-540_v15.0	0.04	0.11	0.17	0.27	6.52	1.18E-06	NaN
rno-miR-541	0.06	0.15	0.25	9.14	67.13	6.64E-12	NaN
rno-miR-541*	0.04	0.11	0.17	0.27	15.19	1.94E-11	NaN
rno-miR-542-3p	0.05	0.32	9.15	29.89	439.16	3.04E-07	3
rno-miR-542-5p	0.05	0.27	10.09	42.04	332.95	3.51E-08	NaN
rno-miR-543	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-543*	0.06	0.15	0.25	6.97	123.49	6.60E-13	NaN
rno-miR-543_v15.0	0.06	0.13	0.21	0.34	6.68	2.43E-09	NaN
rno-miR-544	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-544*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-544_v15.0	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-547	0.04	0.11	0.18	0.36	590.02	2.20E-13	6
rno-miR-547*	0.04	0.10	0.15	0.26	53.27	2.66E-13	NaN
rno-miR-547_v15.0	0.04	0.10	0.16	0.27	83.96	3.92E-14	NaN
rno-miR-551b	0.04	0.15	0.24	0.72	1606.61	7.81E-14	24
rno-miR-551b*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-568	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-582	0.07	10.02	29.92	62.51	292.17	6.17E-11	NaN
rno-miR-582*	0.06	0.18	2.43	9.86	76.63	1.60E-07	NaN
rno-miR-592	0.04	0.13	0.20	0.32	28.42	1.44E-12	NaN
rno-miR-598-3p	0.09	0.23	0.75	31.30	549.92	2.96E-08	NaN
rno-miR-598-5p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-615	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-628	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-632	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-652	120.14	223.45	322.41	550.64	8315.28	6.36E-07	3
rno-miR-652*	7.64	43.83	77.36	135.38	8521.49	5.71E-05	3
rno-miR-653	0.04	0.11	0.17	0.27	12.47	1.83E-11	NaN
rno-miR-653*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-653_v15.0	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-664	10.92	29.60	38.83	53.96	202.78	1	NaN
rno-miR-664-1*	0.04	0.10	0.17	0.28	110.07	1.77E-14	17
rno-miR-664-2*	0.04	0.12	0.18	0.29	15.86	4.76E-10	NaN
rno-miR-665	0.06	0.12	0.18	0.29	11.78	8.61E-11	NaN
rno-miR-665_v15.0	0.04	0.11	0.17	0.27	17.09	4.11E-08	NaN
rno-miR-666	0.04	0.10	0.15	0.25	1619.00	1.03E-18	3
rno-miR-666*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-666_v15.0	0.04	0.10	0.15	0.25	219.96	6.46E-16	4
rno-miR-667	0.06	0.17	0.28	9.34	51.51	8.64E-11	NaN
rno-miR-667*	0.04	0.10	0.16	0.26	56.34	3.07E-12	NaN
rno-miR-667_v15.0	0.04	0.13	0.20	0.32	5.22	9.24E-10	NaN
rno-miR-668	0.04	0.10	0.15	0.25	12.40	9.27E-05	NaN
rno-miR-671	0.04	0.10	0.15	0.25	8.22	1.90E-03	NaN
rno-miR-672	0.09	0.21	8.84	64.83	947.30	1.03E-08	NaN
rno-miR-672*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-673	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-673*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-674-3p	0.08	7.30	11.78	18.83	33.72	3.66E-13	NaN
rno-miR-674-5p	0.05	0.17	0.28	2.79	8.47	1.32E-08	NaN
rno-miR-675	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-675*	0.04	0.11	0.17	0.31	330.99	5.69E-15	25
rno-miR-678	0.04	0.10	0.17	0.27	152.95	5.19E-15	11
rno-miR-702-3p	13.14	31.60	52.15	82.56	282.00	1	NaN
rno-miR-702-5p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-708	0.04	0.10	0.15	0.25	3.01	1.00E+00	NaN
rno-miR-708*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-711	0.04	0.10	0.15	0.25	9.44	4.45E-05	NaN
rno-miR-741-3p	0.04	0.10	0.16	0.27	3094.37	1.18E-18	9
rno-miR-741-5p	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-742	0.04	0.10	0.16	0.27	795.81	9.51E-18	11
rno-miR-742*	0.04	0.10	0.16	0.27	332.55	5.09E-17	10
rno-miR-743a	0.04	0.10	0.16	0.27	454.12	2.23E-17	11
rno-miR-743a*	0.04	0.10	0.16	0.27	90.13	6.48E-15	NaN
rno-miR-743b	0.04	0.10	0.16	0.27	1633.21	1.48E-18	11
rno-miR-743b*	0.04	0.10	0.16	0.27	165.57	2.79E-16	9
rno-miR-758	0.06	0.14	0.22	0.39	105.29	3.60E-14	31
rno-miR-758*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-759	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-760-3p	0.05	0.14	0.24	1.71	98.91	1.45E-09	NaN
rno-miR-760-5p	0.04	0.10	0.16	0.26	191.93	8.64E-15	8
rno-miR-761	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-764	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-764*	0.04	0.11	0.17	0.27	4.38	1.35E-06	NaN
rno-miR-764_v15.0	0.04	0.12	0.18	0.28	7.53	1.30E-09	NaN
rno-miR-770	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-770*	0.06	0.14	0.21	0.41	439.91	3.73E-13	36
rno-miR-7a	17.69	40.39	73.38	254.21	21015.92	2.57E-07	3
rno-miR-7a-1*	0.22	9.06	13.98	25.05	84.92	1.17E-08	NaN
rno-miR-7a-2*	0.04	0.12	0.17	0.28	177.53	4.30E-15	12
rno-miR-7b	0.04	0.19	0.41	14.70	5325.66	6.82E-08	6
rno-miR-802	0.04	0.10	0.16	0.27	49.84	2.36E-15	NaN
rno-miR-802*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-802_v15.0	0.04	0.11	0.17	0.28	298.16	1.17E-16	18
rno-miR-871	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-871*	0.04	0.10	0.16	0.27	603.88	2.07E-17	6
rno-miR-871_v15.0	0.04	0.10	0.16	0.27	22.48	3.02E-12	NaN
rno-miR-872	0.64	47.14	63.84	83.29	253.45	9.13E-16	NaN
rno-miR-872*	0.05	0.14	0.24	0.66	10.50	1.70E-07	NaN
rno-miR-873	0.04	0.13	0.21	0.39	45.10	7.13E-12	NaN
rno-miR-873*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-874	0.04	0.21	1.34	4.93	832.60	2.62E-07	4
rno-miR-874*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-875	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-876	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-877	0.04	0.11	0.19	0.34	187.38	1.22E-12	30
rno-miR-878	0.04	0.10	0.15	0.25	11.70	1.63E-07	NaN
rno-miR-879	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-879*	0.04	0.10	0.15	0.25	1.05	1.00E+00	NaN
rno-miR-880	0.04	0.10	0.16	0.27	520.57	1.34E-17	7
rno-miR-880*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-881	0.04	0.10	0.15	0.25	19.00	6.71E-10	NaN
rno-miR-881*	0.04	0.10	0.16	0.27	59.57	2.69E-14	NaN
rno-miR-881_v15.0	0.04	0.10	0.16	0.27	480.61	1.21E-17	6
rno-miR-883	0.04	0.10	0.16	0.27	1019.83	6.28E-18	11
rno-miR-883*	0.04	0.10	0.16	0.27	344.36	4.11E-17	12
rno-miR-9	0.06	0.19	0.67	45.69	5173.33	1.90E-08	NaN
rno-miR-9*	0.06	0.18	0.41	55.45	8290.03	5.73E-10	NaN
rno-miR-92a	30.51	270.04	447.36	805.31	6072.39	1	NaN
rno-miR-92a-1*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-92a-2*	0.04	0.10	0.16	0.27	19.81	9.73E-12	NaN
rno-miR-92b	0.04	0.15	0.28	3.70	62.60	3.00E-07	NaN
rno-miR-92b*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-93	0.66	76.99	122.35	185.60	1312.71	4.93E-11	6
rno-miR-93*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-935	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-96	0.04	0.28	111.69	447.51	9114.44	9.25E-09	NaN
rno-miR-96*	0.04	0.10	0.16	0.25	7.75	3.77E-07	NaN
rno-miR-98	1.05	251.33	342.31	409.05	750.08	3.82E-17	NaN
rno-miR-98*	0.04	0.10	0.15	0.25	1.05	1	NaN
rno-miR-99a	15.96	919.18	1485.49	2515.58	5746.90	1.94E-10	NaN
rno-miR-99a*	0.07	7.03	16.18	27.46	52.84	1.18E-12	NaN
rno-miR-99b	0.14	54.23	118.53	208.20	823.34	4.90E-11	NaN
rno-miR-99b*	0.05	0.17	0.27	2.31	181.48	1.44E-08	3
rno-miR-218a	NaN	NaN	NaN	NaN	NaN	NaN	NaN
rno-miR-218a-1*	NaN	NaN	NaN	NaN	NaN	NaN	NaN
rno-miR-218a-2*	NaN	NaN	NaN	NaN	NaN	NaN	NaN
rno-miR-218b	NaN	NaN	NaN	NaN	NaN	NaN	NaN

**Table 5:** Expression profiles of organ-specific miRNAs

**miRNAs**	**Signal intensity across all organs**					**Highly-expressed organ(s)/tissue(s)**	**Human expression report**
	**Min.**	**25%**	**Med.**	**75%**	**Max.**		
rno-miR-7a	17.69	40.39	73.38	254.21	21,016	Pituitary gland, cerebrum_thalamus, adrenal gland, lymph node_cervical, lymph node_mesenteric	Bottoni, A. *et al.* (^22^)
rno-miR-34b	0.09	0.30	9.52	25.97	12,120	Testis, trachea, lung, epididymis	Liang, Y. (^23^)
rno-miR-122	0.04	0.10	0.17	0.27	237,949	Liver	Starkey Lewis, P. J. *et al.* (^16^)
rno-miR-124	0.04	0.14	0.24	0.66	21,435	Cerebellum, eyeball, cerebrum_cerebral cortex, cerebrum_hippocampus, medulla oblongata	Smirnova, L. *et al.* (^24^)
rno-miR-128	0.66	61.76	110.78	493.04	10,167	Cerebrum_cerebral cortex, cerebellum, cerebrum_hippocampus, thymus, medulla oblongata	Smirnova, L. *et al.* (^24^)
rno-miR-142-3p	0.69	138.15	336.86	746.27	53,949	Lymph node_cervical, thymus, lymph node_mesenteric, spleen, bone marrow	No report
rno-miR-144	0.04	0.12	0.20	0.64	3,291	Bone marrow, spleen	No report
rno-miR-150	0.66	105.59	216.92	582.12	14,087	Lymph node_mesenteric, lymph node_cervical, spleen, thymus, brown adipose tissue	No report
rno-miR-181b	0.33	49.48	93.90	144.48	2,640	Thymus, optic nerve, bone marrow, medulla oblongata, spinal cord_cervical	No report
rno-miR-184	0.04	0.11	0.17	0.28	14,536	Eyeball	Tian, L. *et al.* (^25^)
rno-miR-192	0.22	16.65	31.09	53.94	38,628	Intenstines (duodenum, jejunum, ileum, cecum, colon, rectum), stomach_glandular, liver, kidney	Jenkins, R. H. *et al.* (^26^)
rno-miR-206	0.04	0.12	0.23	8.49	28,471	Skeletal muscles (musculus soleus, femoris muscle, gastrocnemial muscle), interseptum, esophagus, tongue	Nielsen, S. *et al.* (^27^)
rno-miR-208_v15.0	0.04	0.10	0.15	0.27	939	Heart_interventricular septum, heart_atrium	van Rooij, E. *et al.* (^28^)
rno-miR-215	0.04	0.10	0.19	0.32	50,159	Duodenum, jejunum, ileum, rectum, colon	Sharbati, S. *et al.* (^29^)
rno-miR-216a	0.04	0.11	0.16	0.26	2,713	Pancreas	Szafranska, A. E. *et al.* (^30^)
rno-miR-219-2-3p	0.04	0.13	0.20	0.34	1,915	Optic nerve, spinal cord_cervical, spinal cord_pectoral, medulla oblongata, spinal cord_pars lumbalis	No report
rno-miR-499	0.11	8.57	17.70	43.21	2,233	Heart_interventricular septum, heart_atrium, interseptum, musculus soleus	Sluijter, J. P. *et al.* (^31^)
rno-miR-542-3p	0.05	0.32	9.15	29.89	439	Adrenal gland	No report
rno-miR-551b	0.04	0.15	0.24	0.72	1,607	Pituitary gland, cerebrum, medulla oblongata, spinal cord	No report
rno-miR-652	120.14	223.45	322.41	550.64	8,315	Harderian gland, bone marrow, adrenal gland, rectum, lung	No report

How the deposited data were processed for this re-analysis (not part of the article)

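The deposited data of 1-color miRNA arrays were used for 180 samples, which were 55 organs of 3 rats perfused with saline and liver, kidney, lung, heart cardiac atrium and heart interventricular septum of 3 rats that were not perfused. Samples were assigned to organ, rat and condition by their labels and Table 2 of the paper, and 0 columns were left unmatched. For 8 arrays the labels give 2 different rat numbers. The number in Table 2 was used, and an alternative left these arrays out. The authors deposited, per array, the output of the scanner software, which holds a background-corrected signal intensity for each spot, and a table of normalized signal intensities per miRNA. Over the detected miRNAs that table equals the scanner's total signal per miRNA times 1 factor per array (0.411 to 10.46, spread at most 0.0428%).

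The background-corrected signal intensities as deposited were used here without further background subtraction. Spots marked as outliers by the scanner software were left out, and the others were averaged over the spots of a probe sequence and then over the probe sequences of a miRNA. Arrays were scaled by the 75th percentile over the 37 miRNAs detected on all arrays, to a mean of 2118. Values under a floor of 10.8 were set to the floor before log2. A miRNA was detected on an array when over 50% of its spots used were well above background. On this rule 425 miRNAs were detected on at least 1 array and 143 on at least 50% of the arrays. The multiplication that brings these values to the scale of the authors' table is 1.87.

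Sampling conditions were compared with limma over the 10 groups, with a contrast per organ, an interaction of condition and organ with rat as a random block, and a test on the means of each rat. Spleen and bone marrow were compared with the mean of the other organs, and the organs named in Table 5 with all others, in limma fits with 1 term per organ. Limma's p were adjusted by Benjamini-Hochberg over all miRNAs tested. Groups along principal components were compared by permutation of organ means, exact where possible and with 100000 resamples otherwise. All these tests were two-sided apart from the exact tests of spleen and bone marrow. The filter used Shapiro-Wilk tests with Bonferroni adjustment, and model-based clustering used mclust with 1 to 9 components, or with as many as a miRNA had distinct values where these were fewer. Where arrays were left out, the limit of 37 arrays on the size of a component was lowered in proportion. By a rule set beforehand, the miRNAs named in the text were those that the paper names in its text, figures or Table 5, the other arms of miR-451 and miR-144, the 5 with the largest change past the threshold and no overlap in each organ, the 10 outside Table 5 with the largest gap between the first and the second organ, and the 3 largest weights at each end of a component. miR-204, miR-181a-1* and miR-409-3p lie outside the rule and were named after their values were seen.

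Arrays with one rat number come from one rat. The residuals of arrays of one rat had a mean correlation of 0.072 (0.051, 0.096 and 0.069 in perfused rats 4, 5 and 6) and those of different rats -0.035. For one rat it was 0.199 on one slide and 0.054 on different slides. Slide held a median of 22.9% of the residual variance (chance 12.1%), rat 5.24% (chance 2.07%) and scan day 2.32% (chance 0.992%), each with a permutation p of 0.001, the smallest that 999 draws give.

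The alternatives changed the scaling, the floor, the background, the summary of spots and probe sequences, the filter on dim probes, the fit, the blocks and the arrays used. The limma contrasts of sampling condition, the test over 55 organs, the filter, the clusterings, the principal components, the permutation of organ means, the nearest arrays and the pairs of related miRNAs were tested on simulated data. The scaling, the floor, the correlations of means, the silhouette and the contrasts of spleen, bone marrow and the organs of Table 5 were not, and the interaction was tested only for calls where nothing was planted. For the contrast in liver, with 20 miRNAs changed at a time, 79.25% of planted changes of 1 log2 unit and 100% of those of 4 log2 units were called, with 0 calls where nothing was planted. Of miRNAs without organ differences 3.45% were called in the test over 55 organs. The versions were R 4.3.3, limma 3.58.1, mclust 6.1.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9. The 21 control probes in the authors' table and the bases of the probe sequences were not used here.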

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

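The tests of scaling, blood, swapped samples, whole-array shifts and background in this part were chosen after the results were seen.

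miR-499 in the atrium of perfused rat 6 had a signal of 726, and the other 5 atria 440 to 529. It stands out because the gap to the nearest atrium was 0.688 of the whole range of the 6 arrays. Of 14 groups of 6 arrays tested this was the 1 that stood out, where chance marks about 1 in 20 groups, or 0.7. It did so in 8 of 12 sets of values. Scaling and a shift of the whole array cannot be told apart from a difference of that atrium. miR-208_v15.0 on that array had 233, within the 190 to 258 of the other atria, but a shift of 1.07-fold would be enough for miR-499 not to stand out and would put miR-208_v15.0 at 217 without it, also within that range. Without scaling the gap of miR-499 was 0.296 of the range. In the septum of the same rat it had 665 against 424 to 515, with a gap of 0.622 of the range, and 0.660 without scaling, so a difference of rat 6 in both heart parts stays open too. No biological explanation was tested.

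miR-451 in the lung of perfused rat 6 had a signal of 1080, above each not perfused lung, in data the paper does not report array by array. Scaling of that array is argued against, since without scaling it was still 2.06-fold above the next lung (2714 against 1319). Blood left in the lung may be the source: miR-144 was also highest there, 42.8 against at most 17.5 in the other lungs. A swap with a not perfused lung cannot be told apart from this, because the lowest not perfused lung (405) lay under perfused rat 5 (422). It lay above perfused rat 4 (17.5).

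miR-451 in the lumbar spinal cord of perfused rat 4 had a signal of 838, and rats 5 and 6 had 142 and 52.9. Outside spleen and bone marrow it was detected in 38, 36 and 28 of 53 organs of rats 4, 5 and 6. A difference between rats alike in all organs is argued against as the whole source, since rat 4 minus rat 6 ranged from -5.94 log2 units in lung to 5.34 in testis (median 0.24 over 53 organs). The highest rat was rat 6 in lung (1080 against 17.5 in rat 4), rat 5 in testis (687 against 11.3 in rat 6) and rat 4 in lumbar spinal cord, and the rats had 244 to 251 in white and 525 to 595 in brown adipose tissue. Blood left in some organs of some rats cannot be told apart from a difference in single organs of a rat. Over these 159 arrays miR-451 and miR-144 had r = 0.460, but miR-144 lay at the floor on 150 of them and was detected on 6, so the relation decides nothing. The 6 were 3 arrays of brown adipose tissue, 2 of lung and the lumbar spinal cord of rat 4, where its signal was nevertheless at the floor, as in rats 5 and 6.

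miR-370 in pancreas, which the paper does not discuss, had a mean signal of 9987 ± 3831 (SD, n = 3) and lay 7.35 log2 units above the next organ, parotid gland. Without scaling it was 10.9-fold above the next organ, pituitary gland (416 against 38.1). The exact permutation p of 0.1 is the smallest possible. Of the 10 largest gaps between the first and the second organ among miRNAs outside Table 5, 7 were in pancreas, where the scaling factors were highest (17.5 to 31.1). Scaling as the whole source is argued against for 6 of the 7 miRNAs, as without it each pancreas array stayed above each array of other organs, by at least 2.06-fold over the next organ mean. For miR-139-3p it cannot be told apart, since the fold without scaling was 1.31 and arrays overlapped. Raised background is argued against, as the negative control signal of pancreas was 2.09 and 52 organs had a higher one. Signal of other RNA on these probes was not tested, so expression in pancreas stays a hypothesis.

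miR-449a in testis, which the paper does not discuss either, had a mean signal of 6696 ± 232 (SD, n = 3) and lay 5.48 log2 units above trachea (exact permutation p = 0.1, the smallest possible). Testis was the top organ in 12 of 12 sets of values. Neither a technical nor a biological explanation was tested beyond these sets.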

How the results depend on the processing

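Normexp background, undetected miRNAs at the floor, the probes of Table 3, equal variances with the highest component and the search behind it, PC4 by distance on either side, and in the main analysis the number of components capped at the distinct values and the limit of 37 arrays lowered where arrays were left out, were chosen after seeing the data, and the other alternatives and main choices were set before the data were examined. Of 1632 values under alternatives for 72 results, 1454 counted as kept, 12 became weaker, 17 stronger, 5 reversed and 144 moved. A test was kept with its direction and side of the threshold, a count or share within 1.5 times the main one. Other values were kept within the spread. Of the kept values 468 were contrasts of Table 5, which the study chose on these arrays. For each change below the cause was not tested, unless stated.

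All 78 values for spleen and bone marrow and all 468 for the miRNAs of Table 5 kept direction and call. For arms of one hairpin, the median correlation of 0.81 became 0 without the filter on dim probes. It still counted as kept, because its permutation p stayed at 1e-04. There 263 pairs in place of 55 entered.

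Counts of miRNAs changed by perfusion were 0 in the main analysis. Over the organs together the count was 1 with normexp background, percentile over all miRNAs, quantile normalization, no scaling, floor divided by 4, the stricter filter and slide as a random block, and 3 in the authors' table. For the interaction it was 2 with quantile normalization and 1 with no filter. In liver it was 3 with quantile normalization, undetected at the floor and no filter, 2 in the authors' table and all arrays in one fit, and 5 with floor times 4. In kidney it was 4 with quantile normalization, 2 with all arrays in one fit, and 1 with percentile over all miRNAs, no scaling, undetected at the floor, no filter, the stricter filter and each organ fitted alone. In lung it was 1 with the brightest probe sequence and the stricter filter. In atrium it was 2 in the authors' table and 1 with all arrays in one fit, and in septum 1 in both. Without one replicate the counts were 0 to 4 in liver, 0 to 3 in kidney, 0 to 2 in lung, 0 to 1 in atrium, 0 to 1 in septum and 0 to 3 for the interaction.

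For miR-451 the log2 difference passed the threshold in kidney with percentile over all miRNAs (-3.68), quantile normalization (-3.40), no scaling (-3.71), the stricter filter (-3.64), each organ alone (-3.64) and all arrays in one fit (-3.64), and with the last in atrium (-3.30) and septum (-3.38). Without one replicate it ranged from -3.83 to -3.43 in kidney, -3.85 to -2.94 in atrium and -3.90 to -2.65 in septum, past the threshold without replicate 4 (-3.73, -3.60 and -3.90). In lung it ranged from -2.54 to 0.43, reversed without replicate 4. For miR-144 it passed in liver with quantile normalization (-1.34), the authors' table (-6.26), all arrays in one fit (-1.29) and without replicate 6 (-1.29, range -1.52 to -0.99), and in the authors' table in atrium (-6.91) and septum (-7.12). In lung it reversed with no scaling (-0.15), the authors' table (-2.46), floor divided by 4 (-0.29) and without replicate 6 (-0.28, range to 0.71).

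Under the stricter filter fewer miRNAs were tested: 143 of 143 differed between organs and 8 of the 20 of Table 5 could be tested, each higher. The filter by Shapiro-Wilk gave 99 and isolated clusters 80. Component means at least 2 apart gave 62 isolated clusters and equal variances with the highest component 167.

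The squared correlation of means moved with quantile normalization (liver 0.9948, kidney 0.783, lung 0.985), the stricter filter (liver 0.9947), log2 means (liver 0.9957, atrium 0.9935, septum 0.9927) and without the 10 brightest miRNAs (liver 0.9855, atrium 0.9914, septum 0.9938).

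PC1 held 52.1% with normexp, 24.5% with percentile over all miRNAs, 29.7% with no scaling, 29.8% in the authors' table, 30.1% with floor divided by 4, 25.5% with floor times 4, 31.0% with the stricter filter, 29.3% in perfused rats only, 20.5% at unit variance, 92.9% on linear values, 30.2% on organ means and 29.1% over the probes of Table 3. Without one replicate it ranged from 27.2% to 28.4%. In digestive organs PC1 held 60.8% with normexp, 48.5% with no scaling, 41.7% in the authors' table, 59.5% with the stricter filter, 37.5% at unit variance, 81.9% on linear values and 37.2% over the probes of Table 3. In nervous system organs it held 40.3% in the authors' table, 38.6% at unit variance, 47.5% on linear values and 35.7% over the probes of Table 3. In muscle it held 54.3% with normexp, 43.9% with percentile over all miRNAs, 44.9% with quantile normalization, 45.6% with no scaling, 34.6% in the authors' table, 45.7% with floor divided by 4, 53.0% with floor times 4, 53.7% with the stricter filter, 30.9% at unit variance, 94.9% on linear values, 51.7% on organ means and 31.0% over the probes of Table 3.

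Group separation lost its call on PC3 with normexp (0.25), no scaling (0.072) and linear values (0.40), on PC4 with normexp (0.16), percentile over all miRNAs (1.14), no scaling (0.21), the authors' table (0.73), unit variance (0.31), linear values (0.0268) and the probes of Table 3 (0.76), and on linear values for PC2 against intestines (0.27) and PC5 (0.0355).

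With rat as replicate block the log2 differences were 7.15 and 9.38 for miR-451 in spleen and bone marrow and 4.52 and 6.86 for miR-144, and the block changed no call. Within 1 organ no paired analysis of sampling condition was possible, because perfused and not perfused samples came from different rats. The interaction of condition and organ had rat as a random block, and the count was 0 with and without it. Signal over background limits miR-144, which lay at the floor on 150 of 159 perfused arrays outside spleen and bone marrow, and the pancreas arrays, where up to 38.0% of undetected miRNAs lay above the floor.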

Differences from the paper's values

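The alternatives named here as chosen after seeing the values, and the comparison of statements below, were added after the results were seen, and the other alternatives were set before the data were examined.

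Here a value counts as different from the paper's when one is more than 1.5 times the other and they lie further apart than the SD between rats, where there is one. For nervous system organs the paper gives 35.7% for PC1 and the value here was 54.1%. The difference was within the limits used for the percentile over all miRNAs (51.4%), quantile normalization (53.2%), no scaling (49.8%), the authors' table (40.3%), a floor 4 times as high (51.9%), without replicate 4 (50.9%), unit variance (38.6%) and linear values (47.5%), and outside them for the other alternatives set before. Of those chosen after seeing the values, normexp background gave 49.5%, undetected miRNAs at the floor 52.3% and the authors' table over the probes of Table 3 35.7%, which reaches the paper's value.

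For skeletal and smooth muscle the paper gives 31.0% for PC1 and 16.4% for PC2, and the values here were 48.3% and 26.0%. For PC1 the difference was within the limits for the percentile over all miRNAs (43.9%), quantile normalization (44.9%), no scaling (45.6%), the authors' table (34.6%), a floor divided by 4 (45.7%) and unit variance (30.9%). For PC2 it was within them for no scaling (23.0%), the authors' table (18.5%), a floor 4 times as high (23.1%), the stricter filter (20.5%) and unit variance (16.7%). The other alternatives set before lay outside. Chosen after seeing the values, the authors' table over the probes of Table 3 gave 31.0% and 16.5%, and normexp background 20.6% for PC2.

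The paper gives 128 miRNAs with an isolated cluster and 293 were found here. All alternatives set before the data were examined lay outside the limits. In a search over 84 combinations of settings, chosen after seeing the values, the authors' table with equal variances and the component of the highest mean gave 167, and for 124 of 127 miRNAs the cluster size of Table 4. In 14 of the 84 combinations, also chosen after seeing the values, the number of miRNAs with a component of fewer than 37 arrays was at most 10 away from Table 4's 127. On log2 values and the component of the highest mean, counting up to 37 arrays, it was 128 with 3 components and either variance (125 under 37 arrays), of which 54 had the size of Table 4, and 134 with 1 to 9 components and either variance (131 under 37 arrays), of which 68 did.

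The paper describes muscle as separated from nervous system and intestines on PC2, and lymphoid and reproductive organs from the others on PC3 and PC5. Here the means of these groups differed, but 18 of 30 nervous system arrays and 5 of 18 intestine arrays lay within the range of muscle on PC2, and 16 and 12 arrays of other organs lay within the ranges on PC3 and PC5. Without glandular stomach, 4 nervous system and 0 intestine arrays lay within the range of muscle, and without the cervical lymph node of rat 4, 0 arrays lay within the range on PC3. The 12 on PC5 stayed 12 without the organ at the end of the range. These counts were chosen after seeing the values.

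The paper describes pancreas and lung as separated from the other organs on PC4. Here lung had a score of -4.86 on PC4, with 13 organs further from the mean. In the authors' table lung was the lowest organ (-37.15), and over the probes of Table 3, chosen after seeing the values, also (-39.42). By distance from the mean on either side, a test chosen after seeing the values, the 2 organs differed from the others by 3.00 SD (exact permutation p = 0.00875).

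The paper describes miR-451 and miR-144 as plainly visible in samples without perfusion and not so in perfused samples. Here miR-451 was detected on 14 of 15 perfused arrays, and miR-144 on 6 of 15 arrays without perfusion and on 2 of 15 with it. In the authors' table the means of miR-144 in perfused liver, kidney, atrium and septum equalled those of miR-451*, which was detected on 0 arrays. By that table miR-144 thus had no measured signal in these perfused organs. In lung the mean signal of miR-451 was 507 without and 506 with perfusion. Adjusted over 191 miRNAs, limma called neither in any organ. Adjusted over the list of these 2 alone, it called miR-451 in kidney (0.00156), atrium (0.00375) and septum (0.00306) and miR-144 in liver (0.00224). In liver 0 of 6 arrays detected miR-144 and its perfused arrays lay at the floor, so that call compares values not above background. In kidney 1 of 3 perfused arrays did not detect miR-451 and was set to the floor. Adjusted over all miRNAs tested, miR-451 was called in kidney with the percentile over all miRNAs, quantile normalization, no scaling, the stricter filter, each organ fitted alone, all arrays in one fit and without replicate 4, and in atrium and septum with all arrays in one fit and without replicate 4. miR-144 was called in liver with quantile normalization, the authors' table, all arrays in one fit and without replicate 6, and in atrium and septum in the authors' table. Over the 5 organs together miR-451 was called with the percentile over all miRNAs, quantile normalization, no scaling, a floor divided by 4, the stricter filter, slide as a random block, the authors' table and, chosen after seeing the values, normexp background, and miR-144 in the authors' table.

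The paper describes small and large intestine as separated on PC2 of the digestive organs. Here the ranges overlapped, from -0.94 to 7.09 and from -13.84 to 2.46. In the authors' table over the probes of Table 3, chosen after seeing the values, they did not, from -27.71 to -0.84 and from 7.03 to 24.38.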

Other observations

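All tests in this part were chosen or written down after the results were seen.

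Atrium and septum of one rat were more alike than any other pair of arrays. The 6 pairs had r from 0.9986 to 0.9997 and were the closest of 16110 pairs, above the 225 pairs of one organ from different rats (at most 0.9982). In a paired limma test over 6 rats 0 of 132 miRNAs passed an adjusted p of 0.05 and 26 an unadjusted one, and no tool other than limma was run. The largest difference was 0.25 log2 units, against 0.95 to 5.56 in 7 other close pairs of organs. Over the other sets of values it was 0.20 to 0.52, with 0.31 in the authors' table and 0.52 with undetected miRNAs at the floor. A shared slide is argued against as the whole source, since the pair on different slides had r = 0.9987. One piece of heart or one RNA used for both may be the source, as the largest difference of 0.25 fits it. Likeness of the heart parts together with differences between rats cannot be told apart from this, since there is 1 array of each heart part per rat. Parts of different rats had a median r of 0.995.

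The position of pancreas on PC4 may follow from its low signal. Over the other 54 organs the PC4 score and the log2 scaling factor had r = 0.292 (permutation p = 0.0311, adjusted 0.0311), with Spearman's rho of 0.246 (permutation p = 0.0736), so the relation is weak and its p changes with the measure. With pancreas r was 0.618, and without the 2 farthest organs 0.347. Expression in pancreas stays open and was not tested.

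In liver, kidney and lung 14 of 18 arrays were most correlated with an array of the same sampling condition. Of the 10 splits of the 6 rats 1 gave as many, the next 11 (exact permutation p = 0.1, the smallest possible). Slide and rat go with sampling condition here.

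For the counts of miRNAs changed by perfusion the splits of the samples say nothing about chance. With counts of 0 in limma (11, 4, 12, 4 and 3 at an unadjusted p under 0.05 in liver, kidney, lung, atrium and septum, 4 over rat means and 8 for the interaction), 10 of 10 splits gave as many in each test by construction, and 3 against 3 could not exclude chance with any count. Other splits gave up to 4, 4, 6, 0 and 0 calls, up to 0 over rat means and up to 4 for the interaction. For the differences between organs chance was excluded, as 1 of 100 splits, the real one, gave as many, and the largest other split gave 52 of 345. For the 20 miRNAs of Table 5 it was also 1 of 100, but the study chose them on these arrays, so this says nothing about chance.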
